# *dTrmt10A* impacts Hsp70 chaperone m^6^A levels and the stress response in the *Drosophila* brain

**DOI:** 10.1038/s41598-023-50272-4

**Published:** 2023-12-28

**Authors:** Alexandra E. Perlegos, Xiuming Quan, Kirby M. Donnelly, Hui Shen, Emily J. Shields, Heidi Elashal, Kathy Fange Liu, Nancy M. Bonini

**Keywords:** Epigenetics, RNA sequencing, Genetics, Neuroscience, Molecular biology, RNA metabolism, Transcriptomics

## Abstract

Chronic cellular stress has a profound impact on the brain, leading to degeneration and accelerated aging. Recent work has revealed the vital role of RNA modifications, and the proteins responsible for regulating them, in the stress response. In our study, we defined the role of *CG14618*/*dTrmt10A*, the *Drosophila* counterpart of human *TRMT10A* a *N*^*1*^-methylguanosine methyltransferase, on m^6^A regulation and heat stress resilience in the *Drosophila* brain. By m^6^A-IP RNA sequencing on *Drosophila* head tissue, we demonstrated that manipulating *dTrmt10A* levels indirectly regulates m^6^A levels on polyA + RNA. *dTrmt10A* exerted its influence on m^6^A levels on transcripts enriched for neuronal signaling and heat stress pathways, similar to the m^6^A methyltransferase *Mettl3*. Intriguingly, its impact primarily targeted 3' UTR m^6^A, setting it apart from the majority of *Drosophila* m^6^A-modified transcripts which display 5' UTR enrichment. Upregulation of *dTrmt10A* led to increased resilience to acute heat stress, decreased m^6^A modification on heat shock chaperones, and coincided with decreased decay of chaperone transcripts and increased translation of chaperone proteins. Overall, these findings establish a potential mechanism by which *dTrmt10A* regulates the acute brain stress response through m^6^A modification.

## Introduction

RNA modifications are emerging as a critical layer of gene expression that impact various biological functions in the brain, such as learning and memory, neurogenesis, and developmental transitions^1–7^. Mutations in methylation complex proteins and dysregulation in RNA modification can lead to severe developmental defects, compromised cellular stress responses, and tumorigenesis^8–10^. TRMT10A is an S-adenosylmethionine-dependent methyltransferase that installs the RNA modification *N*^*1*^-methylguanosine (m^1^G) on tRNAs at the ninth position; it is the only known methyltransferase that installs m^1^G on human tRNA^11,12^. tRNAs are among the most heavily modified classes of RNA and these modifications are critical for the stability and translation functionality of tRNAs^11,12^. Mutations of *TRMT10A* in humans have been linked to primary microcephaly, mild intellectual disability, young onset diabetes, and apoptosis in pancreatic cells^13–17^. However, the mechanisms by which genetic mutations in *TRMT10A* cause these phenotypes are not well understood.

N^6^-methyladenosine (m^6^A) is the most abundant internal modification of eukaryotic mRNA^1,18,19^. It is deposited co-transcriptionally by a methyltransferase, METTL3, with the help of additional structural proteins. m^6^A levels are dynamically regulated by writer, reader, and eraser proteins^8,19^. The m^6^A modification of mRNA provides a critical layer of regulation in neuronal responses to cellular stress and disease^20–22^. Interaction of m^6^A transcripts with reader proteins can dictate downstream processing, including splicing, decay, and translation^23–26^. TRMT10A has been shown to interact with the m^6^A RNA demethylase FTO and promote its demethylase activity in HEK293T cells^27^. Loss of TRMT10A increases m^6^A methylation on FTO RNA targets in cultured cells^27^. m^6^A levels are enriched in brain tissue of human, mice, and *Drosophila*, and mark transcripts involved in synaptic growth, axon guidance and signaling^22,28–30^. m^6^A reader proteins, or YTH domain-containing proteins, are known for their ability to promote translation and decay of m^6^A-modified RNAs^7,31–33^. One of their characterized functions is the ability to regulate cortical neurogenesis through precise decay of neuronal m^6^A transcripts during developmental transitions in mouse and human cells^30,33^.

During cellular stress, the role of m^6^A modifications becomes amplified with increased methylation dynamically regulating RNAs for rapid degradation and/or selective translation^20,28,34–37^. During UV DNA damage stress, m^6^A methylation functions in recruitment of DNA damage machinery^38^, and during heat stress transcripts become marked for decay and translation in in vitro human cell culture models^39–41^. Neurons are critically vulnerable to prolonged stress and degenerative disease. Heat shock protein chaperones (HSPs) are known to protect neuronal cells against protein misfolding, accumulation and aggregation, but HSPs are dysregulated during aging and disease^42^.

*Drosophila* is a powerful genetic model system that has pioneered numerous fundamental discoveries in brain development and disease. Homologous m^6^A methyltransferase complex components are enriched in the *Drosophila* central nervous system (CNS), making the fly an ideal system for understanding m^6^A modification in brain functions^19^. In *Drosophila*, m^6^A is implicated in female specific alternative splicing of the master sex determination regulatory gene *Sex-lethal* (*Sxl*)^23,43,44^. Additionally, the *Drosophila* cytoplasmic m^6^A reader protein Ythdf regulates axonal overgrowth through interactions with Fmr1, the fly homolog of Fragile X mental retardation protein, and together they inhibit translation of m^6^A modified targets of Fmr1^45^. Furthermore, there is no identified homologous m^6^A demethylase in *Drosophila*.

Here, we investigate the fly homolog of *TRMT10A*, *CG14618* (which we now refer to as *dTrmt10A*)*,* to uncover its regulation of m^6^A levels and the stress response in the *Drosophila* brain. The role of *TRMT10A*/*dTrmt10A* and its effects on m^6^A levels have not been studied in vivo. Our m^6^A-IP sequencing results indicate that *dTrmt10A* impacts m^6^A on signaling transcripts, and alters m^6^A on key heat stress chaperone transcripts^3,46^. We find that upregulation of *dTrmt10A* acts similarly to loss of m^6^A methyltransferase *Mettl3* in the *Drosophila* brain, and highlights m^6^A peaks in the 3’UTR of transcripts. These findings indicate that *dTrmt10A* modulates m^6^A in *Drosophila* and plays a critical role in regulating the stress response of the brain.

## Results

### m^6^A is enriched in the brain and ***dTrmt10A*** knockdown increases m^6^A levels on Hsp70 transcripts.

The *Drosophila* gene *CG14618* is the predicted homolog of the human *TRMT10A* methyltransferase. Using Clustal Omega, human TRMT10A and *Drosophila* CG14618 share 36.8% amino acid sequence identity, with 100% conservation in the m^1^G catalytic domain "YVIGGLVDHNH" (Fig. 1A). We refer to *CG14618* as *Drosophila Trmt10A* (*dTrmt10A*) from here on. Knockdown of *dTrmt10A *in vivo produced viable offspring. Using liquid chromatography-tandem mass spectrometry (LC–MS/MS), we confirmed significant m^1^G level reduction in *dTrmt10A* RNAi brains (small RNA fraction < 200 nucleotides), compared to control brains (Fig. 1B). *dTrmt10A* mRNA levels in head tissue were significantly reduced by RT-qPCR and RNA-seq analysis (Fig. 1C,D and Supplementary Data 1).

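RNA levels in head tissue were measured in the input libraries of the sequencing experiment, made from polyA+ RNA of 200 heads per replicate, with 3 replicates for each genotype. The authors trimmed the reads with TrimGalore, aligned them with STAR and counted them per gene with summarizeOverlaps, and deposited the counts of 17562 genes without normalization. In basal conditions the total counts ranged from 22038183 to 25208108 (median 23882157) in *da*Gal4 > KK control heads and from 22087528 to 30150264 (median 24766981) in *dTrmt10A* RNAi heads. They ranged from 20110909 to 51006574 (median 21886667) in heads with *dTrmt10A* upregulation (UAS-*dTrmt10A*). The paper states a depth of 40M paired-end reads per library, while the values here use the reads counted on genes. Counts were scaled with edgeR's TMM factors and are given as CPM (counts scaled to a common library size), and genes with low counts were left out with filterByExpr before testing.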

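*dTrmt10A* (CG14618, FBgn0031189) lies on chromosome X of dm6 from 22473698 to 22474998. Its input RNA was 8.09 ± 0.606 CPM (SD, n = 3) in control heads and 3.86 ± 0.135 CPM (SD, n = 3) in *dTrmt10A* RNAi heads. The log2 fold change was -1.06 (standard error 0.118, adjusted p = 0.00340 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each replicate left out in turn it stayed between -1.12 and -1.02, and leaving out control replicate 2 moved it most, to -1.12. In UAS-*dTrmt10A* heads CG14618 had 166 ± 21.5 CPM (SD, n = 3), which can include reads from the transgene. That is a log2 fold change of 4.35 against control (standard error 0.117, adjusted p = 2.68e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across the transcriptome, 39 genes were higher and 34 were lower in *dTrmt10A* RNAi than in control heads among 10225 genes tested, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the filter on low counts, the alternative that moved these numbers most, 110 genes were higher and 85 were lower. Leaving out control replicate 1 left 21 genes higher, and leaving out *dTrmt10A* RNAi replicate 2 left 19 genes lower. Of the genes with lower RNA, *Cdc6* (FBgn0035918) had a log2 fold change of -1.86 (adjusted p = 0.0124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which passed the threshold in 11 of 13 alternatives. lncRNA:CR32385 and CG17005 were also lower, with log2 fold changes of -4.26 and -1.66 (adjusted p = 6.82e-04 and 0.00695 from the same edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

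**Figure D1:**
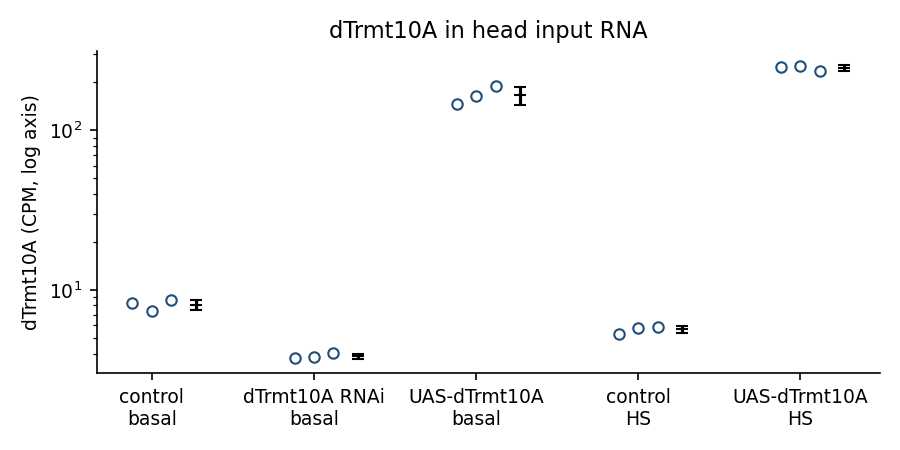
Input RNA of *dTrmt10A* (CG14618) in CPM on a log axis for each of 5 groups of 3 libraries. Points are libraries and bars show the mean and SD; the mean was 245 CPM in UAS-*dTrmt10A* heads after heat shock and 5.68 CPM in control heads after heat shock.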

**Figure 1:**
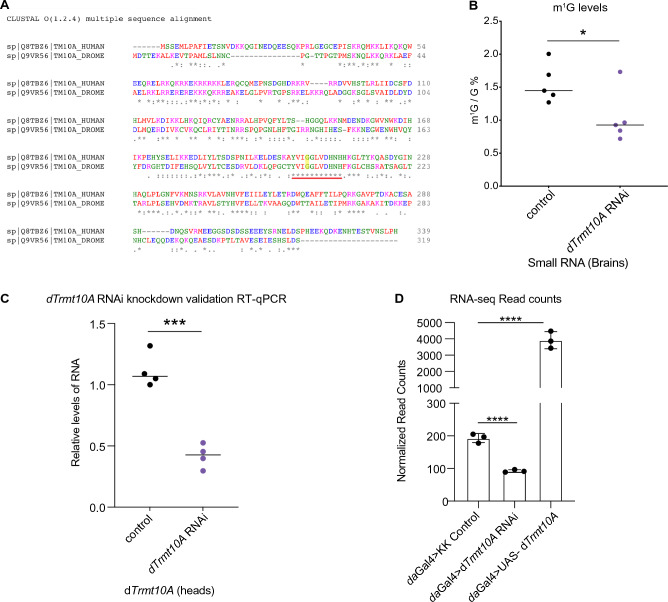
Impact of the *Drosophila* homolog of TRMT10A on m^1^G and m^6^A levels. (**A**) Alignment of Human TRMT10A and *Drosophila* dTrmt10A/CG14618 by Clustal Omega multiple sequence comparison. Asterisk * indicates fully conserved residues, a colon indicates conservation of strongly similar properties, and period indicates conservation of weakly similar properties. Protein alignment shows overall 36% conservation between *Drosophila* and human protein. Red line indicates conserved m^1^G catalytic domain, and G206R mutation highlighted in yellow indicates catalytic mutant. (**B**) LC–MS/MS analysis of m^1^G/G% levels from brain small RNA in basal conditions, in control vs *dTrmt10A* RNAi, n = 5 biological replicates, 30 brains per replicate. Data are presented as mean, t-test *p < 0.05. (**C**) RNA levels of *dTrmt10A* were assessed by RT-qPCR. *da*Gal4 > UAS-KK control (Vienna 60100); *da*Gal4 > UAS-*dTrmt10A* RNAi (Vienna 100720); n = 3 biological replicates, 15 brains per replicate. Data are presented as mean, t-test, ***p < 0.001. (**D**) RNA levels of *dTrmt10A* determined from RNA-sequencing *Drosophila* head tissue, normalized read counts and statistical analysis done by Deseq2. See Supplementary Data 1 for details of fly genotypes in all figures.

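Scaled with DESeq2's size factors over the 15 input libraries, *dTrmt10A* had 205 ± 15.3 normalized counts (SD, n = 3) in control heads. It had 98.0 ± 3.86 normalized counts (SD, n = 3) in *dTrmt10A* RNAi heads and 4169 ± 552 (SD, n = 3) in UAS-*dTrmt10A* heads. The raw counts behind these values were 205, 199 and 240 in control and 104, 96 and 138 in *dTrmt10A* RNAi libraries.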

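For m6A-IP sequencing, fragmented polyA+ RNA was incubated with an m6A antibody, and the bound RNA (IP) was sequenced beside the input kept from the same RNA sample. The sample labels give the Synaptic Systems antibody for 3 replicates of each genotype, while the paper's methods state 3 replicates with the NEB antibody and 2 with the Synaptic Systems antibody. Total IP counts ranged from 16938518 to 18504820 (median 17735599) in control heads and from 18341076 to 20061443 (median 18674624) in *dTrmt10A* RNAi heads. The authors compared reads in bins along transcripts with RADAR, while the counts used here are one number per gene, so IP/input is reported for whole genes and does not separate the 5'UTR, CDS and 3'UTR. IP/input was fitted in edgeR as the ratio of IP to input within each genotype, and a change in IP/input is the difference of these ratios between genotypes. Within the 5 groups of heads, IP and input libraries of the same replicate number had residuals correlated across genes by 0.162 to 0.396, where genes are not independent replicates. A model with a term for each RNA sample, called the replicate block, was therefore fitted as an alternative. In control heads, 3555 of 10080 genes were higher in IP than in input and 3483 were lower with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Scaling by total library size moved these numbers most, to 2958 higher and 4219 lower, because it moved the median of all genes from -0.05 to -0.20 on the log2 scale. CG5172 (FBgn0030830) had a log2 IP/input of 3.83 (adjusted p = 1.71e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and mt:ND4L had -5.12 (adjusted p = 2.69e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CG17108 and lncRNA:CR45332 had log2 IP/input of 3.51 and 3.45, and mt:lrRNA and mt:ND6 had -5.20 and -4.65.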

Given that TRMT10A interacts with FTO in mammalian cells^27^, we conducted m^6^A-IP sequencing analysis of polyA + RNA from *Drosophila* heads expressing *dTrmt10A* RNAi. IP sequencing confirmed that m^6^A is enriched in the 5'UTR of transcripts in *Drosophila* heads, consistent with our and others previous work^3,46^. Enrichment of m^6^A in the 5'UTR is unique to *Drosophila*, as mammalian m^6^A is primarily located in the 3'UTR^28^. Global metagene analysis highlighted that *dTrmt10A* knockdown increased m^6^A levels in the 5'UTR of transcripts, and unexpectedly also showed increased m^6^A in the 3'UTR of a subset of transcripts (Fig. 2A).

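The metagene analysis of Fig. 2A cannot be repeated from counts per gene, so the change in IP/input was taken over the genes that the paper's supplementary data list as *dTrmt10A*-dependent. That list holds 1004 gene symbols, of which 971 were tested. The paper chose it on UAS-*dTrmt10A* libraries compared with the same control libraries, so it is not independent of the controls. The median change in log2 IP/input between *dTrmt10A* RNAi and control heads was 0.08 over the listed genes and -0.01 over all genes. Random lists of genes with matched expression had medians from 0.0012 to 0.030 in 10000 draws. IP/input was higher in 774 of the 971 listed genes (79.7%). Relative to the mean of the control samples, the 3 *dTrmt10A* RNAi samples had medians of 0.12, -0.0030 and 0.11, and the control samples had -0.09, 0.07 and 0.01, so the samples overlapped. Leaving out control replicate 1 gave a median of 0.04 and leaving out control replicate 2 gave 0.14. No gene on the list passed the threshold, adjusted over the list alone or over all genes, with edgeR's quasi-likelihood test, and over all genes 87 were higher and 217 lower at an unadjusted p under 0.05.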

**Figure 2:**
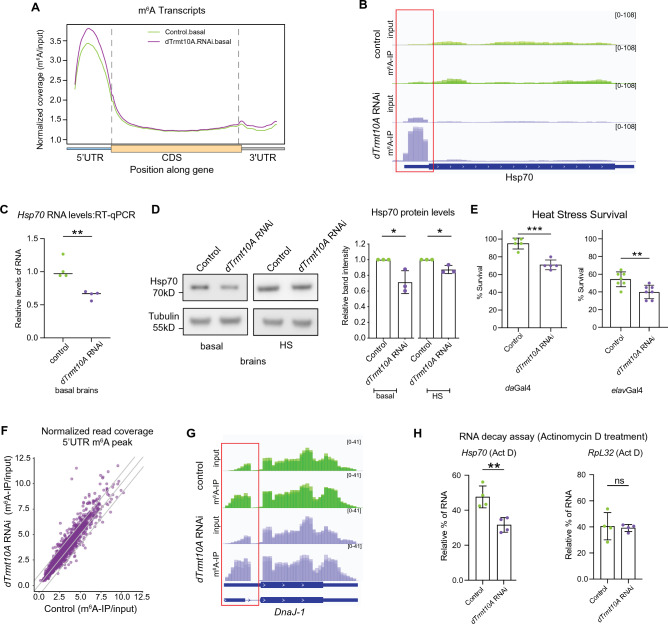
*dTrmt10A* knockdown increases m^6^A on the 5′UTR of *Hsp70* transcripts. (**A**) Normalized read coverage plot of m^6^A-IP/input on polyA + transcripts in the 5′UTR, CDS, and 3′UTR of m^6^A genes. m^6^A-IP sequencing in basal conditions from fly heads (*da*Gal4 > KK control vs *da*Gal4 > *dTrmt10A* RNAi). (**B**) IGV genome browser tracks of m^6^A-IP and Input reads for *Hsp70* genes in basal conditions, from control and *dTrmt10A* RNAi. Red box highlights increase of 5’UTR m^6^A with *dTrmt10A* RNAi. (**C**) RT-qPCR shows decreased levels of Hsp70 RNA in basal conditions from KK control and *dTrmt10A* RNAi brains. t-test, **p < 0.01. (**D**) *dTrmt10A* RNAi decreased protein levels of Hsp70 in basal and HS conditions. t-test, *p < 0.05. (**E**) *da*Gal4 > KK control vs *da*Gal4 > *dTrmt10A* RNAi and *elav*Gal4 > KK control vs *elav*Gal4 > *dTrmt10A* RNAi increased heat stress sensitivity of the animals. Animals heat stressed for 1 h at 38.5 °C and allowed to recover for 24 h. t-test, ***p < 0.001. **p < 0.01. (**F**) Scatterplot of normalized read coverage of m^6^A-IP/input for 5′UTR of m^6^A transcripts in control versus *dTrmt10A* RNAi conditions. *dTrmt10A* RNAi shows a shift towards increased m^6^A levels in 5’UTR. (**G**) Genome browser tracks of m^6^A-IP and Input reads for *DnaJ-1* in basal conditions, from control and *dTrmt10A* RNAi. Red box highlights increased 5’UTR m^6^A upon *dTrmt10A* upregulation. RADAR differential peak analysis in Supplemental Data 2. (**H**) RNA decay assay from Control and *dTrmt10A* RNAi fly brains, dissected and incubated in Schneider’s *Drosophila* Medium plus 169.5ug/ml of actinomycin D for 4 h. RNA was extracted and used for RT-qPCR to determine relative RNA levels of *RpL32*, and *Hsp70*. Data are presented as mean ± SD of n = 4 biological replicates, 12 brains per replicate. **p < 0.01. Student’s two-tailed t-test. ns = not significant.

To determine which transcripts showed significant differential methylation between control and *dTrmt10A* knockdown conditions, we utilized RADAR analysis with a beta-threshold of 0.5. 

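The reference holds 6 *Hsp70* copies on chromosome 3R, with *Hsp70Aa* from 11954163 to 11956544 and *Hsp70Bb* from 12505793 to 12508139. The paper's RADAR sheet for *dTrmt10A* RNAi has 2 regions, and both lie in a 5'UTR. The region in *Hsp70Aa* runs from 11956345 to 11956494, with a logFC of 3.62 reported by the paper, whose log base the sheet does not name. The region in *Hsp70Bb* runs from 12505943 to 12505992, with a logFC of 2.80 reported by the paper. Over whole genes, the log2 IP/input of *Hsp70Aa* was 0.17 ± 0.16 (SD, n = 3) in control and 1.78 ± 0.13 (SD, n = 3) in *dTrmt10A* RNAi heads. For *Hsp70Bb* it was -0.35 ± 0.22 (SD, n = 3) and 1.34 ± 0.11 (SD, n = 3), and for *Hsp70Ab* 1.16 ± 0.60 (SD, n = 3) and 3.20 ± 0.27 (SD, n = 3). These changes were larger than the spread between replicates. They did not pass the threshold over 10343 genes (adjusted p = 1.00 for *Hsp70Aa*, 1.00 for *Hsp70Bb* and 0.959 for *Hsp70Ab* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate block 3 genes passed, all with higher IP/input, and they were *Hsp70Aa*, *Hsp70Ab* and *Hsp70Bb* (adjusted p = 7.39e-09, 1.49e-04 and 2.58e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and up to 1.00 over the other alternatives). The input RNA of *Hsp70Bb* also rose, by a log2 fold change of 3.82 (standard error 0.310, adjusted p = 7.34e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hsp70Ba* and *Hsp70Ab* rose by 2.63 and 2.38 (adjusted p = 0.00695 and 0.0152 from the same edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by 3.26 and 3.15 without control replicate 1. *Hsp70Ab* passed the threshold in 11 of 13 alternatives (adjusted p up to 0.0779 from the same edgeR test). *Hsp70Bc* and *Hsp70Bbb* had log2 fold changes of -1.14 and -1.17 (adjusted p = 0.390 and 0.460 from the same edgeR test), and -0.28 and -0.20 without control replicate 1. *Hsp70Aa* had -0.36 (adjusted p = 0.758 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.12 without control replicate 1. *Hsp70Bb*, *Hsp70Bbb* and *Hsp70Bc* have a 5'UTR of 242 bp each that differs by 2 edits between *Hsp70Bb* and each of the other copies. *Hsp70Bb* held 92.7% ± 0.763 (SD, n = 3) of the input counts of these 3 copies in *dTrmt10A* RNAi heads, against 30.9% ± 4.62 (SD, n = 3) in control heads. The counts do not show which copy, or which transgene, a read came from.

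**Figure D2:**
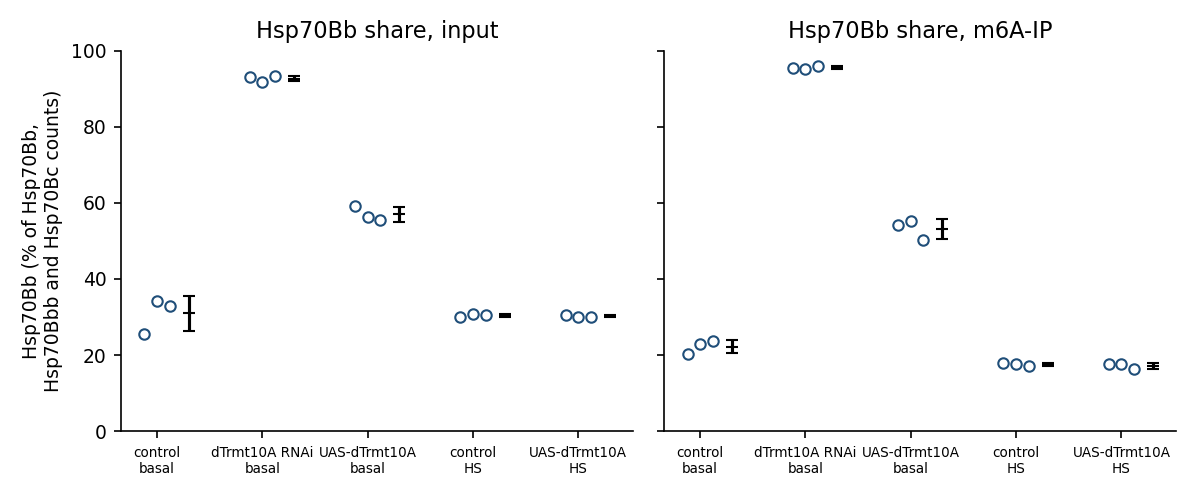
Share of *Hsp70Bb* in percent of the counts of *Hsp70Bb*, *Hsp70Bbb* and *Hsp70Bc*, for input and IP libraries of 5 groups, with 3 libraries per group and assay. Points are libraries and bars are means; the share in IP was 95.6% in *dTrmt10A* RNAi and 22.2% in control heads.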

Using these parameters, only transcripts from a single gene showed a significant increase in m^6^A. These transcripts encode the heat shock chaperone protein Hsp70 (Fig. 2B). We were particularly intrigued by this finding as there are normally low levels of m^6^A in the 5'UTR on *Hsp70* transcripts at baseline, and m^6^A signal is lost upon acute heat stress in the *Drosophila* brain^46^. Previously, we found that knockdown of m^6^A methyltransferase *Mettl3* showed increased RNA and protein levels of Hsp70 at baseline along with increased heat stress resilience^46^. We asked if an opposite effect occurred with knockdown of *dTrmt10A*. In *dTrmt10A* RNAi brains, RNA and protein levels of Hsp70 were reduced (Fig. 2C,D). Additionally, *dTrmt10A* RNAi animals exhibited increased stress sensitivity (Fig. 2E). These data indicate that *dTrmt10A* RNAi exerts contrasting effects on Hsp70 RNA, protein, and m^6^A levels compared to *Mettl3* RNAi.

To visualize global changes in m^6^A, regardless of peak calling threshold, we generated a scatterplot of m^6^A-IP reads divided by input read coverage in the 5'UTR for *Mettl3*-dependent m^6^A transcripts. Upon *dTrmt10A* knockdown, we observed a global shift towards increased levels of m^6^A in the 5'UTR of transcripts (Fig. 2F), similar to the global metagene analysis (Fig. 2A). 

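The *Mettl3*-dependent transcripts plotted in Fig. 2F are not analysed here, and the 5'UTR values were taken from the genes with a 5'UTR site in basal conditions in the paper's list. For 301 of these genes, the median change in log2 IP/input over the whole gene was 0.07 in *dTrmt10A* RNAi against control heads. Random lists with matched expression had medians from -0.016 to 0.041. For 349 genes with a 3'UTR site the median was 0.10, and random lists reached at most 0.047. Random lists measure the spread over genes and not between samples. Over the whole *dTrmt10A*-dependent list, the medians of the *dTrmt10A* RNAi and control samples overlapped.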

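*DnaJ-1* (FBgn0263106) lies on chromosome 3L from 5750029 to 5752189. Its log2 IP/input over the whole gene was 0.66 ± 0.18 (SD, n = 3) in control and 0.74 ± 0.038 (SD, n = 3) in *dTrmt10A* RNAi heads. The change of 0.06 was smaller than the spread between control replicates (standard error 0.153, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and leaving out control replicate 1 turned it to -0.03. Its input RNA had a log2 fold change of 0.26 (standard error 0.103, adjusted p = 0.430 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).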

We observed a slight increase of 5’UTR m^6^A on other chaperones such as Heat shock chaperone 40 (*DnaJ-1*) (Fig. 2G), but no changes comparable to the increase on *Hsp70 5’UTR*. These findings highlight the regulation of *Hsp70* transcripts by the m^6^A machinery, and indicate it as key target of dTrmt10A.

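Summed over the 6 *Hsp70* copies, IP/input over whole genes rose by 1.31 on the log2 scale in *dTrmt10A* RNAi heads (standard error 0.450, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The replicate block gave a change of 1.25 (adjusted p = 1.41e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and up to 1.00 over the other alternatives). The sum includes the reads counted on *Hsp70Bb*, whose share of the input counts rose in these heads. The paper describes a slight increase in 5'UTR m6A on *DnaJ-1* that did not compare with that on *Hsp70*. It takes its findings to point to *Hsp70* as a key target of dTrmt10A.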

To analyze the impact of m^6^A on RNA levels with *dTrmt10A* manipulation, we employed an ex-vivo brain RNA decay assay. Reduced m^6^A by *Mettl3* RNAi lead to higher steady state levels and decreased rate of decay of m^6^A transcripts^46^. We examined the relative levels of RNA remaining in *dTrmt10A* RNAi brain samples after 4 h, in the presence of actinomycin D. *dTrmt10A* RNAi brains (with increased m^6^A) had increased decay of *Hsp70* RNA transcript levels compared to control brains, and no significant difference of *RpL32,* which is a control non-m^6^A modified transcript (Fig. 2H). These data suggest that d*Trmt10A* influences the stability of Hsp70 transcripts and overall protein and RNA levels, likely by modulating their m^6^A levels.

### Upregulation of *dTrmt10A* decreases m^6^A levels and enhances the stress response of the brain.

Studies investigating the role of *TRMT10A* in cultured cells have focused on mutations or gene downregulation^17,27^. To determine whether upregulation of *dTrmt10A* could also regulate m^6^A levels, we utilized a FLAG-HA C-terminal tagged ORF clone of *dTrmt10A* to generate animals that upregulate *dTrmt10A* (Supplementary Fig. 1A). 

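IP libraries of UAS-*dTrmt10A* heads in basal conditions had total counts from 18314287 to 30005844 (median 19252605) over 3 replicates. They were made and counted in the same way as those of control heads. Over 10368 genes, no gene changed in IP/input between UAS-*dTrmt10A* and control heads at an adjusted p under 0.05 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while 374 were higher and 875 lower at an unadjusted p under 0.05. The replicate block moved these numbers most, to 152 genes higher and 674 lower, with 2 higher and 344 lower among the genes listed by the paper as *dTrmt10A*-dependent. Leaving out control replicate 1 gave 158 genes lower. The median change in log2 IP/input was -0.23 over 971 listed genes and 0.01 over all genes, and random lists with matched expression had medians from -0.039 to 0.018. IP/input was lower in 848 of the listed genes (87.3%). The 3 UAS-*dTrmt10A* samples had medians of -0.28, -0.16 and -0.22 relative to the mean of the control samples, which had -0.08, 0.07 and 0.01. Scaled by total library size, the list median was -0.10 and that of all genes 0.14. Adjusted over the list alone, 229 listed genes were lower with the same test. The study chose the list on these samples, so neither this count nor the list median is independent evidence.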

Upregulation of *dTrmt10A* showed no global effect on m^1^G levels, likely due to the saturation of m^1^G levels on tRNAs (Supplementary Fig. 1B). m^6^A-IP sequencing analysis conducted on *Drosophila* heads with *dTrmt10A* upregulation revealed a striking reduction in m^6^A levels (Fig. 3A). A closer look at heat stress chaperones revealed 5’UTR m^6^A normally present at baseline on *Hsp70* transcripts was lost upon *dTrmt10A* upregulation, conferring the opposite effect from *dTrmt10A* RNAi (Fig. 3B). Additionally, Hsp70 RNA and protein levels were elevated in UAS-*dTrmt10A* brains (Fig. 3C,D), and animals were more resilient to heat stress (Fig. 3E). 

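Summed over the 6 *Hsp70* copies, the log2 IP/input over whole genes was 0.15 ± 0.24 (SD, n = 3) in control and 0.32 ± 0.067 (SD, n = 3) in UAS-*dTrmt10A* heads. The change of 0.24 did not exceed the spread between control replicates (standard error 0.475, adjusted p = 0.882 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 0.032 without control replicate 1. Single copies moved in both directions, *Hsp70Ab* from 1.16 ± 0.60 to 0.57 ± 0.22 (SD, n = 3) and *Hsp70Bb* from -0.35 ± 0.22 to 0.29 ± 0.11 (SD, n = 3). Their fitted changes of -0.42 and 0.70 did not pass the threshold (adjusted p = 0.815 and 0.544 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that of *Hsp70Ab* ranged from -0.96 without control replicate 1 to -0.19 without control replicate 2. *Hsp70Bb* passed as higher with the replicate block (0.67, adjusted p = 0.00250 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and between 0.159 and 0.822 over the other alternatives), and *Hsp70Ab* did not pass (adjusted p = 0.383, and between 0.195 and 0.986 over the other alternatives). *Hsp70Bb* held 57.0% ± 1.89 (SD, n = 3) of the input counts of *Hsp70Bb*, *Hsp70Bbb* and *Hsp70Bc* in UAS-*dTrmt10A* heads. The counts per gene do not resolve the 5'UTR.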

Loss of *Mettl3* also leads to elevated Hsp70 transcript and protein levels. To provide support that the change in Hsp70 with *dTrmt10A* upregulation was due to effects on m^6^A, vs other possibilities, we simultaneously reduced *Mettl3* and upregulated *dTrmt10A* in neurons. Co-expression of *Mettl3* RNAi and UAS-*dTrmt10A* in the brain showed a similar increase in Hsp70 protein levels compared to expression of either transgene alone (Fig. 3F). These data suggest that *dTrmt10A* is acting through the m^6^A/*Mettl3* pathway to modulate Hsp70 levels.

**Figure 3:**
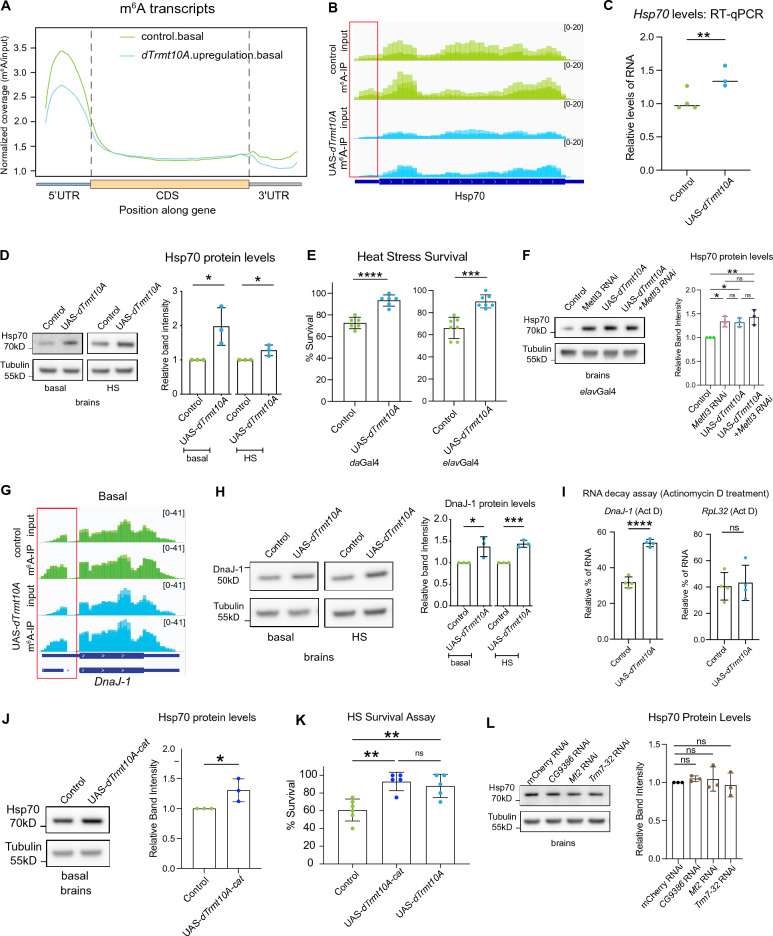
*dTrmt10A* upregulation confers heat stress resilience. (**A**) Normalized read coverage plot of m^6^A-IP/input on polyA + transcripts in the 5’UTR, CDS, and 3’UTR of m^6^A modified transcripts. m^6^A-IP sequencing in basal conditions from control fly (*da*Gal4 > KK control) versus *dTrmt10A* upregulation (*da*Gal4 > UAS-*dTrmt10A*) heads. (**B**) IGV genome browser tracks of m^6^A-IP enrichment versus Input reads for Hsp70 in basal conditions, from control (*da*Gal4 > KK control) and *dTrmt10A* upregulation (*da*Gal4 > UAS-*dTrmt10A*). Red box highlights loss of 5’UTR m^6^A with *dTrmt10A* upregulation. (**C**) RT-qPCR of Hsp70 RNA levels in basal conditions from control (*da*Gal4 > KK control) and *dTrmt10A* upregulation (*da*Gal4 > UAS-*dTrmt10A*) brains. t-test, **p < 0.01. (**D**) Upregulation of *dTrmt10A* increased protein levels of Hsp70 in basal and heat stress conditions. *da*Gal4 > KK control vs *da*Gal4 > UAS-*dTrmt10A*, *elav*Gal4 > KK control vs *elav*Gal4 > UAS-*dTrmt10A* t-test, *p < 0.05. (**E**) Upregulation of *dTrmt10A* (*da*Gal4 > Control vs. UAS-*dTrmt10A* or *elav*Gal4 > Control vs UAS-*dTrmt10A*) increased animal heat stress survival. t-test, ****p < 0.0001, ***p < 0.001. (F) Hsp70 protein levels from brains. *elav*Gal4;mCherry RNAi > UAS-mcd8GFP vs *elav*Gal4;*Mettl3* RNAi > UAS-mcd8-GFP vs *elav*Gal4;mCherry RNAi > UAS-*dTrmt10A* vs ElavGal4;*Mettl3* RNAi > UAS-*dTrmt10A,* n = 3 biological replicates, *p < 0.05, **p < 0.01 One-way ANOVA. (**G**) Genome browser tracks of m^6^A-IP and Input reads for *DnaJ-1* in basal conditions, from control and UAS-*dTrmt10A*. Red box highlights loss of 5’UTR m^6^A with *dTrmt10A* upregulation. (**H**) Upregulation of *dTrmt10A* increased protein levels of DnaJ-1 in basal and HS conditions. t-test, *p < 0.05, ***p < 0.001. RADAR differential peak analysis in Supplemental Data 2. (**I**) RNA decay assay from Control, and UAS-*dTrmt10A*, in the presence of actinomycin D, to determine relative RNA levels of *RpL32* and *DnaJ-1*. Data are presented as mean ± SD of n = 4 biological replicates, 12 brains per replicate. ****p < 0.0001. Student’s two-tailed t-test. ns = not significant. (**J**) UAS-*dTrmt10A-cat* increased protein levels of Hsp70 in basal brain conditions. *da*Gal4 > KK control vs *da*Gal4 > UAS-*dTrmt10A-cat*, t-test, *p < 0.05. (**K**) *da*GAL4 > *U*AS-*dTrmt10A-cat* mutant increased heat stress resilience of the animals. Animals heat stressed for 1 h at 38.5 °C and allowed to recover for 24 h. One-way ANOVA, **p < 0.01. (**L**) Hsp70 protein levels in basal brains with knockdown of additional tRNA methyltransferases. *da*Gal4 > mCherry RNAi, *da*Gal4 > *CG9386* RNAi, *da*Gal4 > *Mt2* RNAi, *da*Gal4 > *Trm7-32* RNAi, One-way ANOVA, ns = not significant.

Similar to *Mettl3* RNAi brains, *dTrmt10A* upregulation significantly reduced 5’UTR m^6^A on *DnaJ-1(*Hsp40 chaperone), and UAS-*dTrmt10A* brains had increased protein levels of DnaJ-1 (Fig. 3G,H). 

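In UAS-*dTrmt10A* heads, the log2 IP/input of *DnaJ-1* over the whole gene was 0.51 ± 0.066 (SD, n = 3). The change against control heads was -0.15 (standard error 0.156, adjusted p = 0.744 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -0.26 and -0.020 over 13 alternatives without passing the threshold. Its input RNA had a log2 fold change of 0.18 (standard error 0.118, adjusted p = 0.506 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).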

RNA decay analysis indicated upregulation of *dTrmt10A* led to higher stability of *DnaJ-1* RNA while there was no significant difference observed in the RNA levels of the unmodified *RpL32* transcript (Fig. 3I). Overall, *dTrmt10A* upregulation showed similar effects on heat shock chaperone levels and heat shock resilience as observed with *Mettl3* RNAi^46^. Elevated levels of stress chaperones at baseline in the brain potentially precondition the brain to acute heat stress. Taken together, these data highlight that upregulation of *dTrmt10A* reduces m^6^A levels and confers heat stress resilience.

Because dTrmt10A is a tRNA methyltransferase, we performed additional experiments to confirm that its role to modulate Hsp70 and the stress response is due to an impact on m^6^A, and not its role as a tRNA methyltransferase. We generated animals that expressed *dTrmt10A* with a known mutation in the conserved m^1^G catalytic domain of the methyltransferase activity that abolishes tRNA methyltransferase activity in vitro^14^ (G206R; see Fig. 1A). We assessed the impact of this mutation using sensitive readouts of *dTrmt10A* function: the levels of Hsp70 and animal stress sensitivity. Baseline levels of Hsp70 were increased in the brains of the animals expressing the catalytic mutant (UAS-*dTrmt10a*-*cat*), and these animals had increased stress resilience comparable to wild type (Fig. 3J,K). These data indicate that the phenotypic effects of *dTrmt10A* on Hsp70 and stress resilience are not dependent on the m^1^G catalytic activity. We also examined three additional tRNA methyltransferases for effects on Hsp70 levels. RNAi of these additional tRNA methyltransferases (*CG9386* RNAi, *Mt2* RNAi, *Trm7-32* RNAi) had no effect on basal Hsp70 levels in the brain (Fig. 3L). Together these data indicate that the effects of *dTrmt10A* on Hsp70 levels and stress resilience are independent of its catalytic activity as a tRNA methyltransferase, and are not a general property of compromised tRNA methyltransferase activity.

### Upregulation of *dTrmt10A* mimics loss of methyltransferase *Mettl3*, and globally decreases m^6^A on neurogenesis and signaling transcripts.

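The paper's supplementary sheet of *dTrmt10A*-dependent m6A lists 663 gene symbols with a site in basal conditions, of which 647 match the count table and 631 were tested for a change in IP/input. The change was lower in 573 of them (90.8%), with a median of -0.28 on the log2 scale. None passed the threshold over all genes with edgeR's quasi-likelihood test (298 were lower and 0 higher at an unadjusted p under 0.05), against 205 lower adjusted over the list alone, for a list that the study chose on these samples and that is not independent evidence. With the replicate block, which takes IP and input of one RNA sample as a pair, 279 of the 631 passed as lower and 1 as higher over all genes. Of 16 heat-inducible genes, which include the *Hsp70* copies and *DnaJ-1*, 0 are on the *dTrmt10A*-dependent list, and their median change in log2 IP/input was -0.04. The paper counts a few HS chaperones among its transcripts with a change. Its RADAR regions for UAS-*dTrmt10A* were not used here, so the 0 holds for the list alone.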

A total of 675 transcripts showed differential m^6^A methylation upon *dTrmt10A* upregulation, and only a few of these transcripts were HS chaperones (Fig. 4A). To investigate *dTrmt10A* further, we compared the m^6^A sites from *dTrmt10A* upregulation m^6^A-IP to the defined *Mettl3*-dependent methyltransferase m^6^A sites and transcripts^46^. 62% of the transcripts from genes with *Mettl3*-dependent m^6^A were also regulated by *dTrmt10A* (Fig. 4A). We focused on these transcripts, as m^6^A is *Mettl3*-dependent. Closer analysis of these methylated transcripts revealed 41% of *dTrmt10A*-dependent m^6^A sites were in the 5'UTR, while 48% were in the 3'UTR (Fig. 4B), with a small number (81 genes) showing both 5'UTR and 3'UTR-dependent m^6^A changes (Fig. 4C). 

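Counted in the paper's sheet for basal conditions, 765 pairs of a gene and a region with a site divide into 41.2% in the 5'UTR, 10.7% in the CDS and 48.1% in the 3'UTR. Counted as 1020 sites, 38.9% are in the 5'UTR, 8.43% in the CDS and 52.6% in the 3'UTR. Sites in both UTRs were listed for 81 genes. In control heads, the median log2 IP/input was 0.85 for 301 tested genes with a 5'UTR site and 0.94 for 348 with a 3'UTR site, against -0.05 for all genes.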

Modulation of m^6^A on the 3’UTR of transcripts was surprising due to the enrichment of m^6^A on the 5’UTR in *Drosophila*^3,46–48^. This finding suggests that *dTrmt10A* may have a specialized role to regulate 3'UTR m^6^A. When we examined all *Mettl3*-dependent m^6^A transcripts with peaks in either the 5’UTR (Fig. 4D) or 3’UTR (Fig. 4E) regions; there was a similar shift towards decreased m^6^A-IP/Input enrichment upon *dTrmt10A* upregulation for both regions of transcripts. 

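The *Mettl3*-dependent transcripts of Fig. 4D,E are not analysed here. For the listed genes with a 5'UTR site, the median change in log2 IP/input over the whole gene was -0.29 in UAS-*dTrmt10A* against control heads, and for those with a 3'UTR site it was -0.31. Random lists with matched expression had medians no lower than -0.063 and -0.062. The paper chose these genes for a fall in m6A between these samples, so the lower medians are not independent evidence. From the share of sites in the 3'UTR, which it contrasts with the enrichment of m6A in the 5'UTR in *Drosophila*, the paper proposes a specialized role of *dTrmt10A* in regulating 3'UTR m6A.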

Reactome and KEGG^49,50^ pathway analyses showed that these transcripts are enriched for dynamic signaling pathways and axon guidance pathways (Fig. 4F and Supplementary Data 3). Similar GO terms were enriched regardless of 5’UTR or 3’UTR modification site.

**Figure 4:**
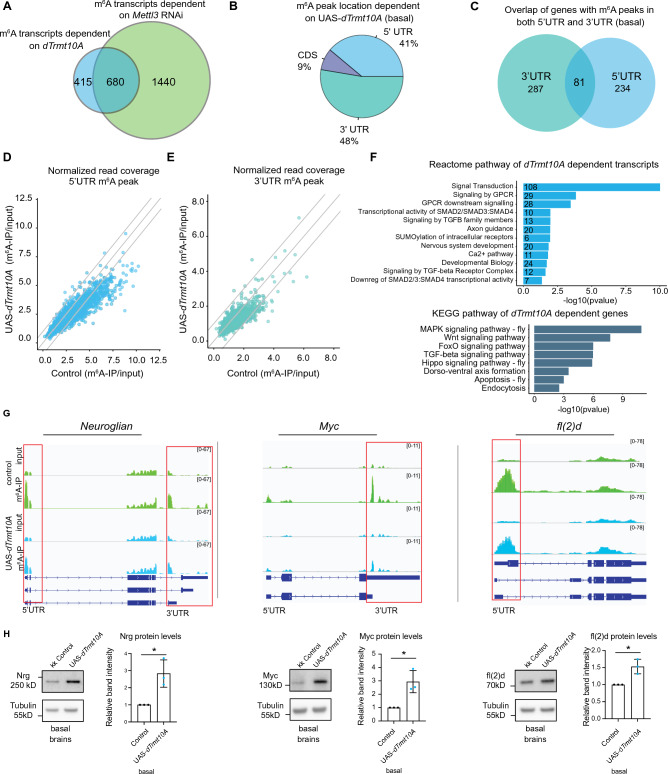
*dTrmt10A* upregulation decreases m^6^A on neurogenesis and signaling pathway transcripts. (**A**) Overlap of *dTrmt10A*-dependent m^6^A from the m^6^A-IP sequencing experiment, and *Mettl3*-dependent m^6^A transcripts (from^46^). We focused on the 680 transcripts that are overlapping as *dTrmt10A*-dependent targets. (**B**) Percent location of *dTrmt10A*-dependent m^6^A at baseline indicates an enrichment for 3’UTR m^6^A regulation. (**C**) Overlap of *dTrmt10A* m^6^A targets with 5’UTR peaks and those with 3’UTR peaks; some transcripts have m^6^A in both locations. List of genes given in Supplemental Data 2. (**D**–**E**) Scatterplot of normalized read coverage of m^6^A-IP/input for 5’UTR (left) or 3’UTR (right) of m^6^A transcripts in control versus UAS-*dTrmt10A* conditions. *dTrmt10A* upregulation shows a shift towards decreased m^6^A levels. (**F**) Pathway analysis and Kegg term^49,50^ analysis of all *dTrmt10A*-dependent m^6^A transcripts shows enrichment for signaling and neuronal pathways. (**G**) IGV genome browser tracks of m^6^A-IP enrichment versus Input reads for *Nrg*, *Myc,* and *fl(2)d* in basal conditions, from control and UAS-*dTrmt10A*. Red box highlights loss of 5’UTR or 3’UTR m^6^A with *dTrmt10A* upregulation. (**H**) Nrg, Myc, fl(2)d protein levels from control or UAS-*dTrmt10A* brains dissected in basal conditions. Quantification of 3-biological replicate immunoblots, 15 brains per replicate, showing increased expression of protein in (*da*Gal4 > UAS-*dTrmt10A)* fly brain. Data are presented as mean ± SD, t-test *p < 0.05.

We examined select targets with available antibodies (*Nrg*, *Myc,* and *fl(2)d*) to determine whether *dTrmt10A*-dependent m^6^A modification of transcripts impacted protein levels. Upregulation of *dTrmt10A* showed decreased m^6^A on these transcripts, and we observed increased protein levels in *Drosophila* brain tissue (Fig. 4G,H). These findings support previous work in mammalian cells that observe changes in Myc levels due to m^6^A-TRMT10A interaction^27^. 

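*Nrg* (FBgn0264975) lies on chromosome X from 8517373 to 8555170, *Myc* (FBgn0262656) on chromosome X from 3373159 to 3391697, and *fl(2)d* (FBgn0000662) on chromosome 2R from 13819624 to 13824553. The log2 IP/input of *Nrg* was 0.79 ± 0.14 (SD, n = 3) in control and 0.44 ± 0.045 (SD, n = 3) in UAS-*dTrmt10A* heads. That of *Myc* was 1.38 ± 0.37 (SD, n = 3) and 0.47 ± 0.20 (SD, n = 3), and that of *fl(2)d* was 1.29 ± 0.14 (SD, n = 3) and 1.06 ± 0.13 (SD, n = 3). The changes were -0.35, -0.97 and -0.23 (adjusted p = 0.233, 0.112 and 0.486 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate block, *Nrg* and *Myc* passed the threshold (adjusted p = 0.00674 and 0.00109 from the same edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and up to 0.601 and 0.533 over the other alternatives), and *fl(2)d* did not. Their input RNA changed by log2 fold changes of -0.01, 0.15 and -0.12 (adjusted p = 0.979, 0.599 and 0.374 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The direction for *Nrg* RNA turned without control replicate 2 (0.02) and without UAS-*dTrmt10A* replicate 3 (0.03).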

We extended these data to global protein synthesis using a puromycin assay to assess nascent protein synthesis. These data showed that upregulation of *dTrmt10A* was associated with increased puromycin incorporation, thus increased global nascent protein translation in the brain (Supplementary Fig. 1D). We observed the opposite response in puromycin levels upon *dTrmt10A* RNAi (Supplementary Fig. 1D). The catalytic mutant animals still showed increased global protein synthesis in the brain by puromycin assay (Supplementary Fig. 1E), confirming that puromycin changes are not due to m^1^G activity of dTrmt10A. The additional tRNA methyltransferases, which did not impact Hsp70 protein levels, also did not affect global puromycin incorporation (Supplementary Fig. 1F). Therefore, *dTrmt10A* modulation of m^6^A transcripts likely leads to the influence on overall protein levels in the brain.

Many chromatin regulatory RNAs are m^6^A modified, and m^6^A methyltransferase complex components are known to bind chromatin and regulate transcription elements and histone modifications^51,52^. We therefore considered whether dTrmt10A may also be associated with chromatin. *dTrmt10A* was overexpressed in the *Drosophila* salivary glands and dTrmt10A protein localization was examined on the large polytene chromosomes by immunostaining to the HA tag. dTrmt10A showed robust localization to the nucleolus as anticipated for its role in tRNA modification; however, dTrmt10A also showed binding to band locations on the polytene chromosomes (Supplementary Fig. 2A). Chromatin immunoprecipitation followed by western immunoblot validated dTrmt10A association with chromatin (Supplementary Fig. 2B) and chromatin binding was not dependent on RNA (Supplementary Fig. 2C). These data indicate that dTrmt10A is positioned for an additional layer to m^6^A-modified gene regulation on chromatin, similar to Mettl3^51,53^.

### With stress, *dTrmt10A* primarily impacts 3’UTR m^6^A sites

Based on the heat stress resilience of upregulated *dTrmt10A*, we looked more closely at the regulation of m^6^A during heat stress with overexpression of *dTrmt10A*. We performed acute heat shock (HS) experiments then analyzed m^6^A-IP from *Drosophila* head polyA + RNA. These data showed that *dTrmt10A* upregulation reduced overall m^6^A levels in both basal and HS conditions (Fig. 5A). 

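Heat shock was 30 min at 38.5 °C, and input and IP libraries were made from 200 heads per replicate, with 3 replicates each of control and UAS-*dTrmt10A* animals. Total input counts ranged from 21015314 to 22663204 (median 21161245) in control and from 25382105 to 38532494 (median 25849230) in UAS-*dTrmt10A* heads. Total IP counts ranged from 16255688 to 23066214 (median 18020957) in control and from 19275365 to 30456825 (median 26295752) in UAS-*dTrmt10A* heads. The methods for HS samples were the same as for basal samples, and the antibody labels differ from the methods in the same way. Of the pairs of groups, only the inputs of control HS and UAS-*dTrmt10A* HS heads had residuals correlated by replicate number (0.137, 0.182 and 0.248 across genes, which are not independent replicates). A replicate block by replicate number was fitted as an alternative for all comparisons of input, but the residuals show such pairing only here. In control heads, 1976 genes were higher and 2361 lower in HS than in basal input with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the *Hsp70* copies and *DnaJ-1* were among the higher ones. *DnaJ-1* rose by a log2 fold change of 5.70 (adjusted p = 6.32e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).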

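Between UAS-*dTrmt10A* and control heads after HS, 25 genes were higher and 74 lower in IP/input of 10476 tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The replicate block gave 752 higher and 555 lower, and of the listed genes 14 were higher and 216 lower. At an unadjusted p under 0.05, 1000 were higher and 736 lower. Leaving out control HS replicate 1 lowered the numbers past the threshold to 0 and 0, and leaving out UAS-*dTrmt10A* HS replicate 3 gave 5 higher and 189 lower. Of the listed genes, 0 were higher and 38 lower, against 25 and 36 of the other genes (two-sided Fisher's exact p = 5.71e-07). Adjusted over the list alone, 1 was higher and 103 were lower. The study chose the list on these samples. These counts, the exact test and the list median that follows are therefore not independent evidence. The median change over 970 listed genes was -0.11 on the log2 scale and 0.05 over all genes, with random lists from 0.022 to 0.082. *Galphaq* (FBgn0004435) had a log2 change of -0.94 (standard error 0.112, adjusted p = 0.00598 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Wwox* had 0.80 (adjusted p = 0.0248 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CG6503 and CG40228 were also lower (-1.08 and -0.92) and *Mdr49* and CG5921 higher (0.70 and 0.69). These 4 genes passed the threshold with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.0477, 0.0336, 0.0159 and 0.0456).

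**Figure D3:**
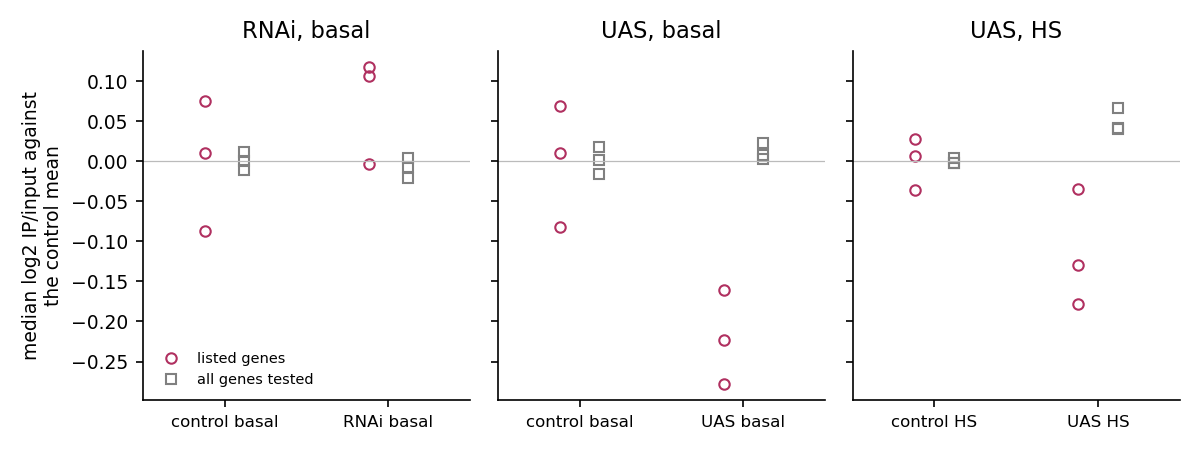
Median log2 IP/input of the genes the paper lists as *dTrmt10A*-dependent, for each sample relative to the mean of the control samples of its comparison. Circles are samples (3 per group) for listed genes and squares for all genes tested; the UAS-*dTrmt10A* samples after HS had medians of -0.18, -0.13 and -0.035 for listed genes, and the lowest control HS sample had -0.036, so the samples overlapped.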

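The paper's sheet for HS lists 771 gene symbols, of which 736 match the count table. Its 814 pairs of a gene and a region divide into 18.4% in the 5'UTR, 8.35% in the CDS and 73.2% in the 3'UTR, and its 1125 sites into 14.0%, 6.58% and 79.4%. Of the HS genes, 343 are also on the basal sheet, and 37 have sites in both UTRs. In HS, the median change in log2 IP/input over whole genes was -0.13 for 558 tested genes with a 3'UTR site and -0.13 for 136 with a 5'UTR site, and the difference between these medians was not tested.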

Interestingly, *dTrmt10A* upregulation led to modification of mostly 3'UTR m^6^A sites during heat stress, with 73% of *dTrmt10A*-dependent sites located in this region of transcripts upon HS (Fig. 5B).

**Figure 5:**
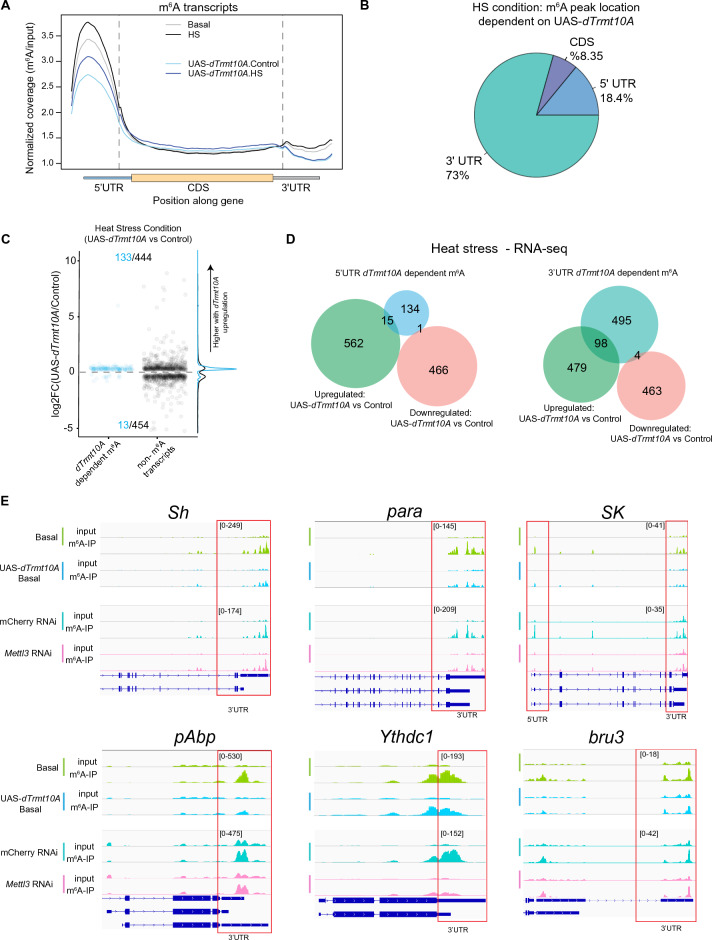
*dTrmt10A* upregulation shows more 3’UTR m^6^A peak changes with heat stress (HS). (**A**) Normalized read coverage plot of m^6^A-IP/input on polyA + transcripts in the 5’UTR, CDS, and 3’UTR of m^6^A modified transcripts. m^6^A-IP sequencing in basal and HS conditions from control (*da*Gal4 > KK control) versus *dTrmt10A* upregulation (*da*Gal4 > UAS-*dTrmt10A*) heads. (**B**) Location of *dTrmt10A*-dependent m^6^A indicates enrichment for 3’UTR m^6^A regulation upon HS. (**C**) Plot of significantly differentially expressed genes in *da*Gal4 > KK control vs > UAS-*dTrmt10A* heads in HS condition. Positive logFC indicates an increase in transcript levels in *dTrmt10A* upregulation heads. m^6^A genes (blue), or all other genes (black). (**D**) Venn diagram of 5’UTR or 3’UTR *dTrmt10A* m^6^A marked transcripts with genes that are differentially expressed in control vs UAS-*dTrmt10A* in HS conditions. (**E**) IGV genome browser tracks of m^6^A-IP enrichment versus Input reads for transcripts in basal conditions, from KK control and UAS-*dTrmt10A*. Bottom four lanes depict IGV tracks from mCherry RNAi control and *Mettl3* RNAi in basal conditions. These peaks show dependence on *Mettl3* and UAS-*dTrmt10A* by RADAR analysis. Red box highlights 3’UTR m^6^A. Values denote data range on IGV browser for either UAS-*dTrmt10A* or *Mettl3*.RNAi sequencing experiments.

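RNA levels after HS were compared between UAS-*dTrmt10A* and control heads in the input libraries. Of 10287 genes tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 329 were higher and 343 lower, and the replicate block gave 616 and 579. Leaving out control HS replicate 1 left 92 genes higher, and leaving out UAS-*dTrmt10A* HS replicate 2 left 77 lower. Among 970 tested genes listed as *dTrmt10A*-dependent, 66 were higher and 9 lower (88% higher), against 44.1% of the other genes past the threshold (two-sided Fisher's exact p = 7.77e-14). Adjusted over the list alone, 85 were higher and 13 lower, and the study chose the list on these samples, so this is not independent evidence. Under the replicate block 118 listed genes were higher and 16 lower. Without control HS replicate 1, 15 listed genes were higher and 3 lower. Of the scalings and filters on low counts tried, total library size moved the share of listed genes higher most, to 75.5%. The listed genes had a median log2 fold change of 0.07 and the other genes -0.02 (camera set test, p = 1.94e-07, and p = 0.0205 with an estimated correlation and 0.00198 with fry). The listed genes had a median exon length of 5383.5 bp, against 1898.5 bp for the other genes, and the log2 fold change rose with exon length across genes (Spearman 0.290, with genes not independent replicates). Of 10000 random lists matched on exon length and expression, 281 had a median as high. When the trend with gene length was removed in each library, an alternative chosen after seeing the data, 25 listed genes were higher and 10 lower (71.4%, against 51.6% of other genes, two-sided Fisher's exact p = 0.0329), and the camera set test gave p = 0.418. With the replicate block as well, 49 were higher and 28 lower (63.6%, against 54.5% of other genes, two-sided Fisher's exact p = 0.151), with p = 0.440 from camera and 0.0151 from fry.

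**Figure D4:**
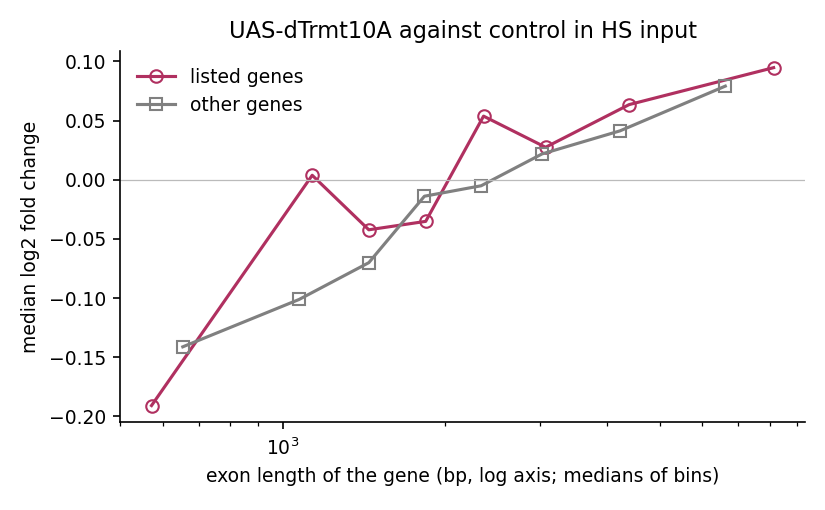
Median log2 fold change of input RNA in UAS-*dTrmt10A* against control heads after HS, by exon length (bp, log axis), for listed genes and other genes in bins of gene length. Listed genes are at 0.095 in the longest bin and other genes rise from -0.14 to 0.08.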

Upon heat stress and *dTrmt10A* upregulation, there was a shift towards increased expression of m^6^A marked transcripts (Fig. 5C, blue vs black). Furthermore, the majority of these differentially expressed transcripts exhibited *dTrmt10A*-dependent m^6^A modifications on their 3' UTR (Fig. 5D). 

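Of the genes with a 3'UTR site on the paper's sheet for HS, 45 were higher and 2 lower in UAS-*dTrmt10A* heads (two-sided Fisher's exact p = 9.00e-13 against the other genes past the threshold). Of those with a 5'UTR site, 6 were higher and 1 lower (two-sided Fisher's exact p = 0.0638). The replicate block gave 85 higher and 6 lower with a 3'UTR site and 14 higher and 1 lower with a 5'UTR site. Without control HS replicate 3 there were 7 higher and 1 lower with a 3'UTR site, and 3 higher and 1 lower with a 5'UTR site. Their median log2 fold changes were 0.09 for 558 genes with a 3'UTR site and 0.07 for 136 genes with a 5'UTR site. The exact tests take genes as independent, and the paper chose these genes on the same samples. Removal of the trend with gene length was not repeated for genes of each region. For 383 genes listed for HS only, 3011 of 10000 lists matched on expression and length had a median as high.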

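Among the genes not on the *dTrmt10A*-dependent list, which include genes with a site on the basal or HS sheet (83 in the count table), 263 were higher and 334 lower in UAS-*dTrmt10A* heads after HS. The numbers were 498 and 563 with the replicate block, 364 and 380 with DESeq2's Wald test, and 200 and 441 when scaled by total library size. More were higher than lower without UAS-*dTrmt10A* HS replicate 2 (84 and 74) and without UAS-*dTrmt10A* HS replicate 3 (169 and 161). With any other replicate left out more were lower, as without control HS replicate 1 (77 and 84). The median log2 fold change of the other genes was -0.14 in the shortest of 8 bins of exon length and 0.08 in the longest.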

Notably, there was no trend in the levels of non-m^6^A modified transcripts, with equal numbers of transcripts being up and downregulated between control and *dTrmt10A* upregulation (Fig. 5C). 

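The genes *pAbp*, *SK*, *para*, *Sh*, *bru3* and *Ythdc1* were examined for IP/input in basal conditions and for RNA after HS. In basal conditions the changes in log2 IP/input with UAS-*dTrmt10A* were -0.83 for *pAbp*, -0.69 for *SK*, -0.86 for *para*, -0.83 for *Sh* and -0.81 for *bru3* (adjusted p = 0.0592 for the first 4 and 0.0793 for *bru3* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.25 for *Ythdc1* (adjusted p = 0.475). The first 5 genes passed the threshold with the replicate block (adjusted p up to 3.58e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and up to 0.509 over the other alternatives), and *Ythdc1* did not. Log2 IP/input of *para* was 1.94 ± 0.27 (SD, n = 3) in control and 1.08 ± 0.12 (SD, n = 3) in UAS-*dTrmt10A* heads. After HS, *pAbp* RNA rose by a log2 fold change of 0.27 (adjusted p = 0.0290 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which passed the threshold in 8 of 13 alternatives. *para* and *Sh* had 0.22 and 0.19 (adjusted p = 0.0990 and 0.0718 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *SK* and *bru3* had 0.05 and 0.08 (adjusted p = 0.640 and 0.398), and *Ythdc1* had -0.11 (adjusted p = 0.535). *para* and *Sh* passed the threshold with the replicate block (adjusted p = 0.0334 and 0.0462 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and up to 0.258 and 0.206 over the other alternatives). The direction for *Ythdc1* turned to 0.0013 without control HS replicate 2.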

Among the m^6^A transcripts, we identified critical genes involved in signaling processes and neurogenesis, such as *pAbp*, *SK*, *para*, *Sh, bru3* and even the nuclear m^6^A reader protein *Ythdc1* (Fig. 5E and Supplementary Fig. 3A). These findings highlight the essential role of *dTrmt10A* in m^6^A modification during stress, particularly in modifying transcripts that are integral to neuronal signaling processes.

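In HS, the changes in log2 IP/input with UAS-*dTrmt10A* were -0.67 for *pAbp*, -0.62 for *Sh* and -0.63 for *bru3* (adjusted p = 0.0146, 0.0308 and 0.0248 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each of these passed the threshold in 8 of 13 alternatives, and they ranged up to an adjusted p of 0.156 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The changes were -0.47 for *SK* and -0.54 for *para* (adjusted p = 0.0806 and 0.0973 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the replicate block both passed (adjusted p = 0.00152 and 4.58e-04, and up to 0.230 and 0.268 over the other alternatives). *Ythdc1* had -0.05 (adjusted p = 0.930 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without UAS-*dTrmt10A* HS replicate 1 it had 0.012. From the m6A and RNA levels in HS, the paper concludes that *dTrmt10A* has an essential role in m6A modification during stress.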

Compared to other tissues, many genes in the *Drosophila* nervous system have substantially extended 3’UTRs and alternative polyadenylation^54,55^. We found that 25% of *Drosophila* CNS transcripts with extended 3’UTRs also have m^6^A modification in their 3’UTR (Supplementary Fig. 3B). Furthermore, this subset of m^6^A transcripts are enriched for cognition, learning, and memory pathways, indicating this subclass of 3’UTR m^6^A modified transcripts are alternatively polyadenylated and involved in learning and memory. We also examined the overall length of 3’UTRs of m^6^A modified transcripts and found that the average length of their 3’UTR was longer compared to all 3’UTR weighted lengths from wildtype *Drosophila* CNS^55^ (Supplementary Fig. 3C).

### Proteins that interact with dTrmt10A

In mammalian cells, TRMT10A regulates m^6^A by interacting with the m^6^A demethylase FTO. Although there are no known homologs in *Drosophila* to the demethylases FTO or ALKBH5, we considered that a fly demethylase, should it exist^24,27,56^, may interact with dTrmt10A. To define interacting proteins, we expressed UAS-*dTrmt10A-HA* and immunoprecipitated dTrmt10A from *Drosophila* head lysates using the HA tag. Mass spectrometry was used to evaluate enriched protein interactions of dTrmt10A-HA compared to IgG control (Supplementary Data 4). This analysis identified 6 high confidence interacting proteins (Pp1-87B, CG18680, CG9953, hrm, Dhx15), with no apparent homologs to FTO or ALKBH5. When we analyzed all interactions (low, medium, and high), there was enrichment for proteins involved in RNA metabolism and deadenylation, including DCP1, Atx2, twin, and Rga, as well as proteins involved in translation regulation, such as eIF3a (Fig. 6A). These proteins may interact with and regulate downstream m^6^A-modified RNA processing through interaction with dTrmt10A. We also investigated whether dTrmt10A binds or alters the levels of known m^6^A regulators such as Mettl3 or m^6^A reader proteins Ythdc1 or Fmr1, but found no interaction or altered protein levels (Supplementary Fig. 4), indicating that dTrmt10A does not interact with these known m^6^A binding proteins to mediate its effect on m^6^A.

**Figure 6:**
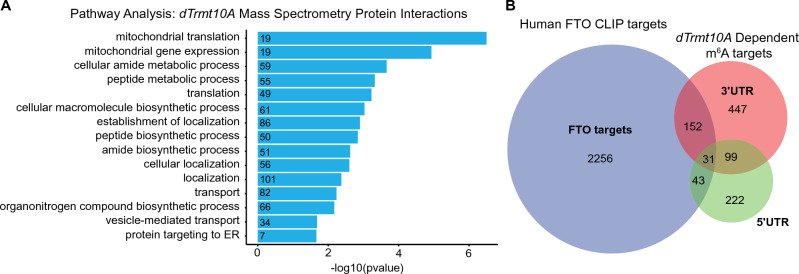
dTrmt10A co-IP interactions from head lysates. (**A**) Affinity purification of HA–tagged dTrmt10A followed by protein mass spectrometry to identify dTrmt10A-associated proteins. GO term analysis of proteins shown to have a positive interaction with dTrmt10A. Genes above 1.3 LogFC selected as positive interaction. −log10(pval) enrichment of genes and number of genes in each category is shown. See Supplementary Data 4 for full protein list and GO terms with *p*-values. (**B**) Human FTO CLIP targets (Ontiveros, R Jordan et al. 2020^27^), overlapped with m^6^A gene targets modified in the 5′UTR or 3′UTR m^6^A by upregulation of *dTrmt10A*. Mass spectrometry proteins and GO analysis genes listed in Supplemental Data 4.

Both mammalian and *Drosophila* m^6^A-modified transcripts are enriched for similar biological pathways^22,30,57^, highlighting the importance of m^6^A in signaling and stress. Although a candidate demethylase is not identified in *Drosophila*, we used FTO CLIP targets from mammalian cells^27^ to define the homologous *Drosophila* genes. We compared these FTO CLIP targets to *dTrmt10A*-dependent m^6^A transcripts and found that ~ 23% of *dTrmt10A*-dependent m^6^A transcripts overlap with FTO targets (Fig. 6B). This overlap is similar to the extent of overlap of transcript targets between TRMT10A and FTO in mammalian cells (35%^27^). Notably, 3’UTR m^6^A transcripts showed a greater overlap with FTO targets (Fig. 6B). These data suggest that the interaction of dTrmt10A toward 3’UTR m^6^A RNA binding proteins and/or a putative demethylase may fine-tune aspects of RNA processing.

## Discussion

This study offers valuable insights into the in vivo role of *dTrmt10A* on m^6^A modification within the *Drosophila* brain, and its impact on stress resilience and gene regulation. Of note, *dTrmt10A* modulates m^6^A peaks both on the 5’UTR of transcripts (where most m^6^A peaks are in *Drosophila* transcripts), but also on the 3’UTR of *Drosophila* genes. Upregulation of *dTrmt10A* caused a global decrease in m^6^A levels on transcripts and increased the animal’s resilience to heat stress, with increases in overall protein and RNA levels of key players like Hsp70 (see Figs. 3 and 4). These findings highlight that *Drosophila* transcripts are modulated by m^6^A in the 3’UTR in addition to 5’UTR, confirming that m^6^A modification plays a crucial role in dampening the biological response of the brain to acute stress, and that *dTrmt10A* acts as an additional regulator of m^6^A modification of transcripts in the brain. Moreover, modulation of *dTrmt10A* showed the ability to modulate m^6^A peak levels in transcripts, despite not being a canonical component of the methyltransferase complex (Fig. 7). dTrmt10A with a mutation in the m^1^G catalytic domain of the tRNA methyltransferase functioned similarly in our assays as the wild-type protein, and additional *Drosophila* tRNA methyltransferases failed to show these phenotypes, confirming that the function of dTrmt10A as a tRNA methyltransferase is not influencing Hsp70 protein levels and protein translation. There are many known mutations in human TRMT10A that impact brain development^13–15^, and these data now indicate that the function of TRMT10A/dTrmt10A on m^6^A levels may also play a role in these diseases.

**Figure 7:**
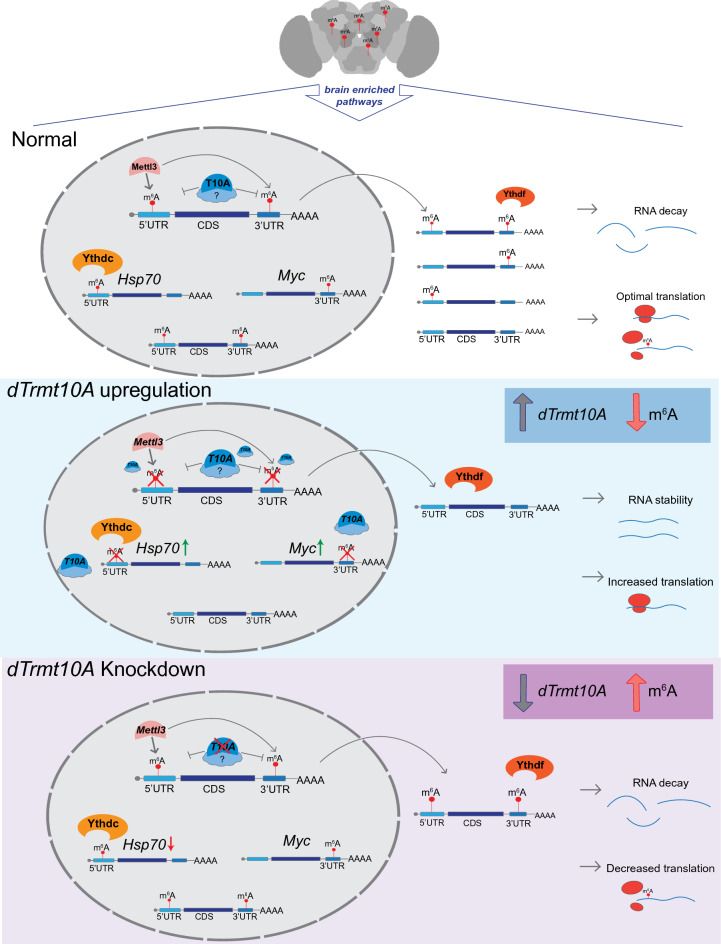
Model of *dTrmt10A* regulation in the brain. m^6^A is highly enriched in the *Drosophila* brain, and marks transcripts enriched in dynamic signaling and neuronal growth pathways. *dTrmt10A* upregulation reduces m^6^A levels in the 5’UTR and 3’UTR of transcripts. *Myc* and *Hsp70* are example genes that show increased protein levels with *dTrmt10A* upregulation. *dTrmt10A* upregulation leads to increased RNA and protein levels of these transcripts. Conversely, *dTrmt10A* knockdown shows a dramatic increase in 5’UTR m^6^A, with significance for *Hsp70*. *dTrmt10A* upregulation modulates heat stress chaperones of *Drosophila* such that animals are more stress resilient.

### m^6^A modification in brain homeostasis

Many biological functions in the brain are regulated by RNA modification, including axon growth, embryonic stem cell fate, learning and memory, and neurogenesis^30,58^. Furthermore, mutations in RNA modification proteins have been linked to compromised cellular stress responses, tumorigenesis, and severe developmental defects^9,10,20,33,38^. Our findings contribute to the current knowledge of RNA modifications regulating the neuronal response to cellular stress, and the regulation of m^6^A overall in the brain. *dTrmt10A* regulated m^6^A levels on signaling pathway transcripts, such as MAPK and WNT signaling pathways that are critical for normal neuronal homeostasis. These signaling pathway transcripts were also regulated by *Mettl3*, the m^6^A methyltransferase. We validated m^6^A changes using *Mettl3* knockdown and cross compared to other *Drosophila* studies; future non-antibody detection techniques would be important to apply.

Although m^6^A methylation primarily occurs in the 5’UTR of transcripts in *Drosophila*, *dTrmt10A* upregulation surprisingly skewed towards selective 3’UTR m^6^A regulation. Thus far, little is understood regarding why m^6^A is highly enriched in the 5’UTR of *Drosophila* transcripts vs 3’UTR as in mammals; however, *dTrmt10A* has uncovered that m^6^A regulation occurs in the 3’UTR of transcripts in *Drosophila*. Many critical signaling and neurogenesis transcripts such as *Sh, bru3, para,* and *pAbp* contain *dTrmt10A*-dependent m^6^A in the 3’UTR. Additionally, these transcripts were upregulated in brains with increased *dTrmt10A* expression, indicating they become more stabilized by loss of m^6^A modification. Transcripts of *Myc* and *Nrg* with 3’UTR m^6^A showed increased protein levels with *dTrmt10A* upregulation. These findings suggest that both 3’UTR and 5’UTR m^6^A serve functionally to keep transcript and protein levels low in the *Drosophila* brain. Furthermore, m^6^A marked transcripts are enriched in neural and dynamic signaling processes, indicating that one mechanism by which the brain regulates precise dynamics of neural signaling pathways may be through marking key transcripts with m^6^A for tighter control. Dysfunction in m^6^A is therefore predicted to have a larger impact on those transcripts critical for neural function. Additionally, we find that many 3'UTR m^6^A transcripts also have extended 3’UTR lengths in the *Drosophila* nervous system. A detailed analysis of *dTrmt10A* effect on alternative polyadenylation may be of interest, particularly within the context of the *Drosophila* nervous system, given the enrichment of the transcripts in learning, memory, and cognition.

We speculated that *dTrmt10A* may interact with a demethylase, similar to the mammalian enzyme. By mass spectrometry analysis of dTrmt10A IPed from head lysates and defining the interacting proteins, an obvious candidate was not revealed. The absence of a demethylase homologous to FTO in the fly suggests alternative mechanisms may be at play, such as interactions with RNA-binding proteins involved in decay. Additionally, dTrmt10A could impact proteins within the methyltransferase complex, which themselves have a more direct role on m^6^A modification; for example, dTrmt10A modulated fl(2)d levels. The mass spectrometry analysis showed dTrmt10A associates with key RNA degradation components including DCP1, Twin, and Rga. Thus, through interaction with dTrmt10A, these proteins may confer specificity and degradation impact of dTrmt10A on m^6^A targets. Furthermore, disease-associated protein Atx2, mutated in spinocerebellar ataxia 2, was found to co-IP with dTrmt10A. Atx2 is involved in RNA metabolism including RNA stability, RNA localization to stress granules and P-bodies, and interacts with other disease-associated RNA binding proteins such as TDP-43^59^. We also compared *dTrmt10A*-m^6^A modified transcripts to human FTO CLIP RNA targets. There was a significant overlap, and the degree of overlap was comparable to that of mammalian cells^27^. The overlapped targets are enriched for signaling pathways, similar to GO term analysis of all m^6^A targets^46^. Considering that *Drosophila* m^6^A is predominantly deposited in the 5’UTR, we were surprised to find more m^6^A transcripts modified in the 3’UTR that overlapped with FTO targets, indicating specificity in potential demethylase/degradation targeting.

### Cellular stress and m^6^A modifications

To reduce cellular burden during stress, global protein synthesis is repressed and non-essential RNAs are decayed or stored in stalled mRNA-protein granules. During this process, vital RNAs are translated for stress survival. In the recovery phase, stress mediated RNAs are in turn decayed and RNAs necessary for normal cell maintenance are once again transcribed and translated^36^. The process of stress response activation and resolution is a fine-tuned dance of RNA decay and translation, such that prolonged stress or failure to activate stress machinery is detrimental. RNA modifications have emerged as critical regulators of dynamic signaling in normal cell maintenance and also during stress recovery^20,31,38^. Particularly neurons, which are postmitotic and cannot remove harmful accumulations through cell division, show specialized mechanisms to combat cellular stress.

In mammalian cells m^6^A modification has been shown to increase upon heat stress in the 5’UTR of *Hsp70* to facilitate cap-independent translation^26^. Other studies in vitro indicate that *Hsp70* becomes co-transcriptionally marked by m^6^A, which leads to its degradation^39^. Furthermore during stress resolution, the lncRNA *Heat,* a transcriptional activator of HSF1, becomes heavily methylated by m^6^A, and Ythdc1 degrades the lncRNA to prevent stress gene activation^40^. In the *Drosophila* brain, *Hsp70* is m^6^A modified in the 5’UTR at baseline, and m^6^A is lost upon acute heat stress^46^. We hypothesize this limits Hsp70 translation at baseline and that the loss of m^6^A facilitates accumulation of the transcript for translation during stress. Thus, loss of m^6^A in the 5’UTR of *Hsp70* leads to elevated levels of Hsp70 protein, which may allow for a state of preconditioning of the brain to future stress. With *dTrmt10A* knockdown, we were surprised to see a dramatic increase in 5’UTR m^6^A on *Hsp70*—especially given that no other transcripts showed such a dramatic increase in m^6^A. These data indicate that stress resilience may be a particularly important target of *TRMT10A/dTrmt10A* gene mutation.

In summary, using m^6^A-IP sequencing, we find that *dTrmt10A* impacts 5’UTR m^6^A methylation on key stress chaperones, but *dTrmt10A* also highlights that 3’UTR m^6^A occurs and is regulated in *Drosophila*. These studies provide a framework for future insight into how m^6^A regulation is achieved at specific sites, like the 5’UTR vs 3’UTR. These data reveal that additional m^6^A regulators like *dTrmt10A* outside of the core complex components may profoundly modulate region specific methylation and/or demethylation. m^6^A regulation in the brain likely serves to fine tune signaling pathways for the continued maintenance of axons and dynamic synaptic connections. This comes at the cost of dampening the acute stress response, which compromises the overall ability of the brain to withstand insults. Given that mutations in *TRMT10A* are associated with developmental brain disease, some mutations that compromise *TRMT10A* function may also include impacts on m^6^A and stress resistance.

## Materials and methods

### *Drosophila* stocks and maintenance

A full list of *Drosophila* stocks used in this study are described in Supplementary Data 1. RNAi and UAS lines were generated by the Harvard Transgenic RNAi Project (TRiP) and the Vienna Drosophila Resource Center (VRDC)^60,61^, and stocks were obtained from the Bloomington *Drosophila* Stock Center, Indiana, USA. Crosses were performed at 25 °C and grown on standard cornmeal molasses agar. Driver lines used: *da*GAL4, *elav*Gal4, *nSyb*Gal4 as indicated per experiment. For all experiments male flies were used, for consistency in the experiments, and to avoid issues in food consistency due to egg laying of females.

### Brain dissections

Brain dissections were conducted as previously described^62^. Briefly, flies were anesthetized using CO_2_ and decapitated using forceps. The head was placed posterior side down and the proboscis was then removed using Dumont #5 fine forceps (Fine Science Tools, 11254-20). The brain was then gently popped out through the proboscis cavity, cleaned in PBS, and transferred to an RNAse free microfuge tube and PBS was aspirated. Brains were then ground in Laemmli Buffer (5 μL per brain, 10–20 brains for each sample) for Western immunoblotting, or in Trizol for RNA analysis.

### Western immunoblot analysis

Brain or head samples were homogenized in sample buffer of 1 × Laemmli sample Buffer (Bio-rad, 1610737), 50ul b-mercaptoethanol (Sigma, m6250), 1 × protease inhibitor (Roche, 11836170001), and 1 mM PMSF (Sigma, P7626). 5ul of sample buffer is added per brain, 7.5 ul added per head, and 40ul added per whole fly. Samples are boiled at 98 °C for 3 min, and then centrifuged at 1500 rpm for 3 min at room temp. Sample was loaded onto 15 well 1.0 mm 4%–12% Bis-Tris NuPAGE gels (Thermo Fisher, WG1401) with pre-stained protein ladder (Thermo Scientific, 22619). 1 brain, 1 head, or 8% of whole fly tissue is loaded on each lane per experiment. Gel electrophoresis was performed using Xcell Surelock Mini-Cell Electrophoresis System at 140 V, and transferred overnight onto a nitrocellulose membrane 0.45 μM (Bio-rad, 1,620,115), using a Bio-rad mini transblot cell at 90A for 16 h. Membranes were stained in Ponceau S (Sigma, P7170-1L), washed in DI water, and imaged with Amersham Imager 600. Ponceau S was washed off in 3 × 5 min in Tris-buffered saline with 0.1% Tween20 (TBST). Membrane was blocked in 5% non-fat dry milk (LabScientific, M08410) in TBST for 1 h, and incubated with primary antibodies with blocking buffer overnight at 4 °C. Following 3 × 5 min washed in TBST, membranes were incubated with HRP-conjugated secondary antibodies at 1:5,000 for 1 h at room temp in blocking solution. Membranes were washed 3 × 5 min in TBST and the signal was developed using ECL prime (Cytivia, #RPN2232) and detected using an Amersham Imager 600. Primary antibodies used: anti-tubulin (1:5000, DHSB, #AA4.3, Lot.5/31/18-44ug/ml), anti-Hsp70 (1:5000, Sigma, #7FB-SAB5200204-100uG, Lot.141002), anti-Mettl3 (1:5000, Proteintech, #15073-1-AP, Lot.Ag7110), anti-HSP40 (1:5000, Enzo Life Sciences, #ADI-SPA-400-D, Lot.04062141), anti-fl(2)d (1:10, #DSHB-9G2, Lot.10/18/18-42ug/ml), anti-dFmr1 (1:500, #DSHB-5A11), anti-Nrg (1:600, #DSHB-BP104), anti-Myc (1:50, #DSHB-P4C4-B10), anti-puromycin (1:1000, Kerafast, #EQ0001, Lot.200517). Rabbit anti-Ythdc1 (1:5000) was created by Vivitide against 18 residues of Ythdc1 (157–173 “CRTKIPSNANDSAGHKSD”)^46^. Secondary Antibodies used: Goat anti-mouse (1:5000, Jackson lmmunoResearch, #115-035-146, Lot.153978), Goat anti-Rabbit (1:5000, Jackson lmmunoResearch, #111-035-144, Lot.138306), Goat anti-rat (1:5000, Thermo Fisher Scientific, #A10549, Lot.2273679).

### RNA extraction

Tissue was homogenized in 200ul of Trizol (Thermo Scientific, #15596026) in RNase free 1.5 ml microfuge tubes (Thermo Scientific, #AM12400). 800ul of Trizol (Thermo Scientific, #15596026) was added to the tube and 200ul of chloroform (Fisher Scientific, #AC423555000) and was vigorously shaken for 20 s at room temp. Samples were left for 5 min at RT to form upper aqueous phase, and centrifuges at 4 °C for 15 min at 12,000×*g*. The Upper aqueous phase was transferred to a fresh RNase free tube. RNA samples were then processed using the Zymo RNA clean & concentrator -5 kit (Zymo, #R1013), using their RNA clean-up from aqueous phase after Trizol /chloroform extraction protocol plus on column DNase I treatment. RNA amount was measured using a nanodrop and integrity was validated through on an Agilent 2100 Bioanalyzer using an RNA nano chip.

### Real time PCR

400 ng RNA was used per cDNA reaction using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Thermo Scientific, #4368814). cDNA was then used for qPCR reactions set up with SYBR Green Fast Reagents, using a 384-well plates on the Applied Biosystems ViiA7 machine. Primers used are in Supplementary Data 1. Mean fold change was determined using the ∆∆Ct method. Each experiment used technical triplicates as well as three biological replicates, Graphpad prism 8/9 software was used for statistics.

### Stress sensitivity assay

Fly crosses were carried out at 25 °C. Adult flies were collected and aged to 6d post eclosion. Flies were anesthetized and transferred to clear plastic 13 ml vials, and cotton was placed at the 4 ml mark on the vials to concentrate the flies near the bottom. Each vial contained 20 flies. Flies were allowed to recover for 30 min, and then transferred to a water bath for mild non-lethal heat stress (30 min at 38.5 °C) or a longer heat shock (1–1.5 h at 38.5 °C) for a severe stressor to measure stress sensitivity. The flies were then transferred to normal food and allowed to recover overnight at 25 °C. After recovery, the percent of flies alive versus dead was recorded per vial.

### LC–MS/MS analysis of m^6^A levels

PolyA + RNA was extracted from brains, heads, and whole fly RNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, #E7490L). LC–MS/MS was conducted as previously described^27^. All quantifications were performed by using the standard curve obtained from pure nucleoside standards running with the same group of samples. Then, the percentage ratio of m^6^A to A or m^1^G to G was used to compare the different modification levels.

### m^6^A-IP sequencing

Total RNA was extracted from 200 *Drosophila* heads per replicate using Trizol/ chloroform extraction. PolyA + mRNA was obtained using NEBNext Poly(A) mRNA Magnetic Isolation Module. PolyA + RNA was fragmented using the NEBNext Magnesium Fragmentation Module (NEB, #E6150S) for 4 min at 95 °C for a 250 ng sample of polyA + RNA, and RNA was repurified using the Zymo RNA clean & concentrator -5 kit (Zymo, #R1013). 10% of the fragmented polyA + RNA was saved as an input control for sequencing. M^6^A -immunoprecipitation was done using the EpiMark N6-Methyladenosine Enrichment kit protocol with some minor alterations described. 30ul of protein G magnetic beads (NEB, #S1430) were washed and resuspended in IP buffer (150 mM NaCl, 10 mM Tris–HCL, 0.1% NP-40). 4ul of Synaptic Systems antibody (Synaptic Systems, #202003, Lot.2-119) was conjugated to protein G-magnetic beads (NEB, #E1611A, Lot.10015190) for 2 h at 4 °C. Beads/ antibody were washed twice in IP buffer. ~ 1 μg polyA + RNA was incubated with beads/antibody in IP buffer supplemented with 0.1% SUPERase-In RNase Inhibitor (Thermo Scientific; #AM2696) for 2 h at 4 °C. After incubation, RNA/beads/antibody are washed twice in IP buffer, twice in low salt IP buffer (50 mM NaCl, 10 mM Tris–HCL, 0.1% NP-40), and twice in high salt IP buffer (500 mM NaCl, 10 mM Tris–HCL, 0.1% NP-40). RNA is eluted from beads with 25 μl of RLT buffer twice and elution was pooled and concentrated using Zymo RNA clean and concentrator -5 kit (Zymo, #R1013). Libraries were made using SMARTer Stranded Total RNA-Seq Kit V2 without rRNA depletion (Takarabio, #634411) for IPed and input RNA, and sequenced using illumina HiSeq X series with 40M paired end reads (2 × 150 bp). Library preparation and sequencing was done by Admera Health. Three biological replicates per genotype and condition were done with NEB m^6^A antibody, and two biological replicates were done with Synaptic Systems m^6^A antibody.

### m^6^A enrichment analysis

Regions of m^6^A enrichment were found for each condition using MetPeak (v.1.1)^63^ with default parameters, using the input and m^6^A pulldown bam files as input, and with the FlyBase FB2019_05 annotation provided. Peak locations (5’ UTR, CDS, or 3′ UTR) were defined from the regions indicated by MetPeak as having significant m^6^A enrichment. If a peak was not contained in one region (i.e., if the peak is partly in the CDS and partly in the 3’ UTR), it was assigned to the region where more of the peak resided.

### Differential m^6^A peak analysis

Regions of differential methylation between two conditions (frequently called “*dTrmt10A*-dependent” or “m^6^A genes”) were found using RADAR (v.0.2.4)^64^ with input and m^6^A pulldown bam files as input, as well as the FlyBase FB2019_05 annotation. All replicates were used for differential peak calling. The minimum cutoff for bin filtering was 15, the cutoff was set as 0.05, and the Beta_cutoff was set as 0.5. Any region with an adjusted *p*-value < 0.05 was retained, and regions with a fold-change < − 1 from the control (KK Control) to the upregulation (UAS-*dTrmt10A*) at basal or heat shock (30 min) conditions were kept as *dTrmt10A*-dependent peaks. All other genes expressed in the brain that did not have *dTrmt10A*-dependent m^6^A were considered as “all other genes.” Full RADAR differential peaks with no cut-off are listed in Supplementary Data 2.

### m^6^A metaplots and genome browser visualization

Heatmaps and metagene plots showing the location of m^6^A enrichment on a specific set of genes were constructed with using pheatmaps (v.1.0.12) and meRIPtools (v.0.2.1). Specifically, the exons of all transcripts in each gene were collapsed using the GenomicRanges (v.1.44.0) function reduce^65^. Genes with a 5′ UTR or 3′ UTR shorter than 30 base pairs, a CDS shorter than 100 bp, or lacking a 5′/3′ UTR (i.e., lncRNAs) were not considered in this analysis. For each gene, the 5’ UTR and 3′ UTR were tiled in 30 evenly spaced bins, and the CDS was tiled in 100 evenly spaced bins. The number of input and m^6^A reads overlapping each bin was calculated and this number was divided by the bin width and library size and a normalization factor of one million to produce a normalized reads per million in each bin. For genome browser snapshots, separated input and m^6^A-IP tracks vere visualized. Tracks were made by first converting bam files to bigWig files using deepTools (v.3.5.1)^66^ bamCoverage using CPM normalization, then deepTools bigwigCompare with operation log2.

### GO and pathway analysis

GO analysis for genes with *dTrmt10A*-dependent m^6^A was conducted using FlyMine (v.53)^67^. The test correction was set to Holm-Bonferroni with a max *p*-value of 0.05. KEGG^49,50^ pathway analysis was done using the “enrichKEGG” function from ClusterProfiler (v.4.0.5) package in R^68^. A list of all genes with detectable expression was used as background for both GO and pathway analysis.

### RNA-seq analysis

Raw paired-end fastqs were processed with TrimGalore (v.0.6.6) (https://github.com/FelixKrueger/TrimGalore) with default settings to remove Illumina adapters and mapped using STAR 2.7.3a^69^ to the *Drosophila melanogaster* genome annotation dm6. Unmapped and improperly paired reads were filtered out of aligned bam files. Reads per gene in the FlyBase release 2019_05 were computed using an R script using GenomicRanges (v.1.44.0)^70^ function summarizeOverlaps that counts the number of reads overlapping with the exons of each gene in the default “union” mode. Differential expression analysis was performed using DESeq2 (v.1.32.0)^71^, with count files produced by summarizeOverlaps as input. PCA plots were made using the plotPCA function in DESeq2, with variance stabilized counts as the input. MA plots were constructed from the adjusted *p*-values and baseMean values output from DESeq2, and volcano plots were constructed from adjusted p-values and fold changes reported by DESeq2. Normalized counts produced by DESeq2 were used to show expression levels. Differentially expressed genes were considered to be any gene with a *p*-adjusted values of < 0.05.

### Actinomycin assay

Brains from KK Control, UAS-*dTrmt10A*, and *Trmt10A* RNAi adults were dissected and incubated in 250ul of Schneider's *Drosophila* Medium that was pre-warmed to 25 °C in RNase free 1.5 ml microfuge tubes. 12–15 brains were dissected for each timepoint. 169.5ug/ml actinomycin D (Sigma-Aldrich, A1410) was added to each sample. Samples were incubated at 25 °C shaking at 300 rpm for 4 h, and mixed by pipetting every 1 h. After the incubation time samples were collected, spun at room temp, washed in cold RNAse free PBS, and processed in Trizol. Brain total RNA was collected using trizol/chloroform and Zymo RNA clean and concentrator kit-5 (R1015). RNA was then used for RT-qPCR. 400 ng of RNA is used per cDNA reaction. cDNA is also quantified by Qubit ssDNA Assay (Invitrogen, Q10212) before use in RT-qPCR experiments.

### Puromycin assay

Food was made by mixing 600 µM puromycin (Sigma-Aldrich, P8833-100MG) with 2% agar + 5% sucrose. Adult flies were placed onto puromycin food for 24 h. Brains were dissected from flies after 24 h of feeding and samples were processed in for western blot analysis. Protein loading was determined by Ponceau S stain of membrane.

### Quantification and statistical analysis

Statistical tests used were performed on GraphPad Prism (v.9), and are indicated in the figure legend. *p*-values of < 0.05 were considered significant. Unpaired two-tailed t-tests were used when comparing 2 groups; One-way ANOVA was used when comparing multiple groups followed by Tukey’s post-test when each group was compared against every other group, Sidak’s post-test when pre-defined groups were compared to each other, or Dunnett’s test when comparing to a defined control sample. Two-way ANOVA was used when there were 2 factors in the analysis. One-sided Hypergeometric test was used to compare Venn diagram overlaps.

### Salivary gland immunohistochemistry

Third instar larva were dissected in PBST (0.05% Tween 20) and salivary glands were fixed in 2% paraformaldehyde (Electron Microscopy Sciences, #15713) in 45% acetic acid (Alfa Aesar, #36289) for 1 min at room temperature. Fixed salivary glands were loaded in 45% acetic acid on the slide glass and covered with siliconizing reagent (Sigmacote, Sigma-Aldrich, #SL2) coated coverslips to squash polytene chromosomes. Slides were snap frozen with liquid nitrogen and coverslips removed. Samples were blocked with 3% BSA (Sigma, #A7906) solution in PBST for 1 h at room temperature. Primary antibody against HA (Santa cruz, sc-805) and goat anti-rabbit IgG Alexa Fluor488 (Invitrogen, #A11008) were diluted with blocking solution in 1:50 and 1:200 ratio, respectively. VECTASHIELD mounting medium with DAPI (Vector Laboratories, #H-1500) was added at the last step to stain nucleic acids and mount samples. Imaging was conducted on a Leica STELLARIS 5 confocal microscope.

### ChIP-WB and RNase treatment

Fly brains (30 brains/sample) were dissected in cold PBS buffer and fixed in 1% formaldehyde (Fisher Scientific, #BP531) for 10 min at room temperature, and washed 3 times with PBS buffer. Fixed brain samples were homogenized in lysis buffer 1(50 mM HEPES pH7.5, 140 mM NaCl, 1 mM EDTA, 10% Glycerol, 0.5% NP-40, 0.25% Triton X-100), and treated with lysis buffer 2 (10 mM Tris pH8, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA), then chromatin samples were collected after sonication in lysis buffer 3 (10 mM Tris pH 8, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Sodium Deoxycholate, 0.5% N-lauroylsarcosine). 10% of chromatin sample was used for input samples. Anti-HA (Santa Cruz, #sc-7392X, 2ug) and normal mouse IgG (Santa cruz, #sc-2025, 2ug) antibodies were added to Dynabeads Protein A (Invitrogen, #10002D) and incubated for 6 h at 4 °C. Then applied beads to chromatin samples for overnight incubation at 4 °C. Beads were washed and then denatured with LDS sample buffer (Invitrogen, #NP0007) at 95 °C for 5 min. Beads and supernatant were separated on a magnet stands, and the supernatant was used to perform western blot. For RNase treatment, RNase A/T1 mix (Thermo Scientific, #EN0551) was added to lysis buffer 2, and incubated with brain pellets for 2 h at 4 °C.

### Immunoprecipitation with dTrmt10A

To immunoprecipitate dTrmt10A from adult fly heads the Pierce Co-Immunoprecipitation kit (Thermo Scientific, #26149) was utilized according to manufacturer’s instructions. 15ug either anti-HA antibody (mouse, Santa Cruz, #sc-7392X) or mouse IgG (mouse, Santa Cruz, #sc-2025) was immobilized to agarose resin according to kit instructions. Heads of adult male flies expressing UAS-*dTrmt10A*-FLAG-HA with *da*Gal4 were isolated and homogenized for 1 min on ice in 200 uL of IP Lysis/wash buffer (Thermo Scientific) that was supplemented with cOmplete Mini EDTA-free protease inhibitor (Roche, #11836170001). 20 uL of sample was removed for input. Remaining sample lysate was pre-cleared with agarose resin (1 h at 4 °C with gentle rocking). Precleared lysate was incubated with antibody-coupled resin overnight (~ 18 h) at 4 °C with gentle rocking. Agarose resin was then washed three times with IP Lysis/wash buffer supplemented with protease inhibitor (10 min each with rotation at 1000×*g*, 4 °C). IP samples were eluted in either 50 uL for immunoblotting or 30 uL for mass spec analysis. Samples for immunoblotting were prepared in 4 × LDS Sample Buffer (Invitrogen, #NP0007), heat denatured at 90 °C for 6 min and electrophoresed on a 4–12% Bis–Tris gel and transferred to nitrocellulose. dTrmt10A signal was detected using anti-HA-peroxidase antibody (1:500 rat, Roche, #12013819001).

### Mass spectrometry analysis of dTrmt10A protein

dTrmt10A was immunoprecipitated from adult fly heads (80 per replicate, n = 3 biological replicates per antibody) as described above using anti-HA antibody or mouse IgG as control. Samples were run on NuPAGE™ 10%, Bis–Tris gel for 0.5 cm, and stained using Imperial™ Protein Stain (ThermoFisher, #24615). Mass spectrometry analysis was done by Wistar Proteomics and Metabolomics Facility. The entire stained gel regions were excised, reduced with TCEP, alkylated with iodoacetamide, and digested with trypsin, and tryptic digests were analyzed using a standard 1.5-h LC gradient on the Thermo Q Exactive Plus mass spectrometer. MS data were searched with full tryptic specificity against the UniProt *Drosophila melanogaster* proteome database (7/21/2022) plus the sequence provided (dTrmt10A-HA), and a common contaminant database using MaxQuant 1.6.3.3. Fold change was calculated based on intensity of HA signal to IgG signal, and intensity is the sum of the peptide MS peak intensities for the protein. To calculate the fold change, protein intensity values were processed by: Log2 transformation of the intensity values and replacing missing values (proteins not identified) with the minimum value of the dataset, for comparison between two sample groups, Log2 ratio, Fold change and Student's t-test *p*-value were calculated using the Log2 imputed intensity, the more stringent *q*-value (t-test *p*-value adjusted to account for multiple testing using Benjamini–Hochberg FDR) was also calculated. "High" confident identification of proteins with significant change ("Confident" column) refers to proteins satisfying the 4 criteria: minimum absolute fold change of 2, and *q*-value < 0.1, and identified by a minimum of 2 razor + unique peptides in HA-IP group, and detected in at least 2 of the HA-IP replicates. "Medium" confident protein identifications refer to proteins satisfying the 3 criteria: Identified by a minimum of 2 razor + unique peptides in HA-IP group, and detected in at least 2 of the HA-IP replicates, and not detected in any of the IgG-IP replicates.

### Supplementary Information

Supplementary Figures.

Dataset S1.

Dataset S2.

Dataset S3.

Dataset S4.

## Data Availability

The Raw sequencing data generated in this study have been deposited in the Gene Expression Omnibus GSE229430. Any additional inquiries can be directed to the corresponding author.

# Supplementary material for: dTrmt10A impacts Hsp70 chaperone m6A levels and the stress response in the Drosophila brain
**Source:** Sci Rep. 2023 Dec 28;13:22999. doi: 10.1038/s41598-023-50272-4

# Supplementary Materials for

## ***dTrmt10A* impacts Hsp70 chaperone m<sup>6</sup>A levels and the stress response in the *Drosophila* brain**

Alexandra E. Perlegos<sup>1</sup>, Xiuming Quan<sup>2</sup>, Kirby M. Donnelly<sup>2</sup>, Hui Shen<sup>3</sup>,  
Emily J. Shields<sup>4,5</sup>, Heidi Elashal<sup>6,7</sup>, Kathy Fange Liu<sup>6,7</sup>, Nancy M. Bonini<sup>1,2,8\*</sup>

### **This PDF includes:**

Supplementary figures 1-5

### **Other supporting materials include the following:**

#### **Supplementary Data Files:**

Supplementary Data 1 – *Drosophila* Lines and Primers

Supplementary Data 2 – *dTrmt10A* m<sup>6</sup>A RADAR files

Supplementary Data 3 – GO terms and KEGG Pathway

Supplementary Data 4 – Mass Spec Analysis

## Supplementary Figures

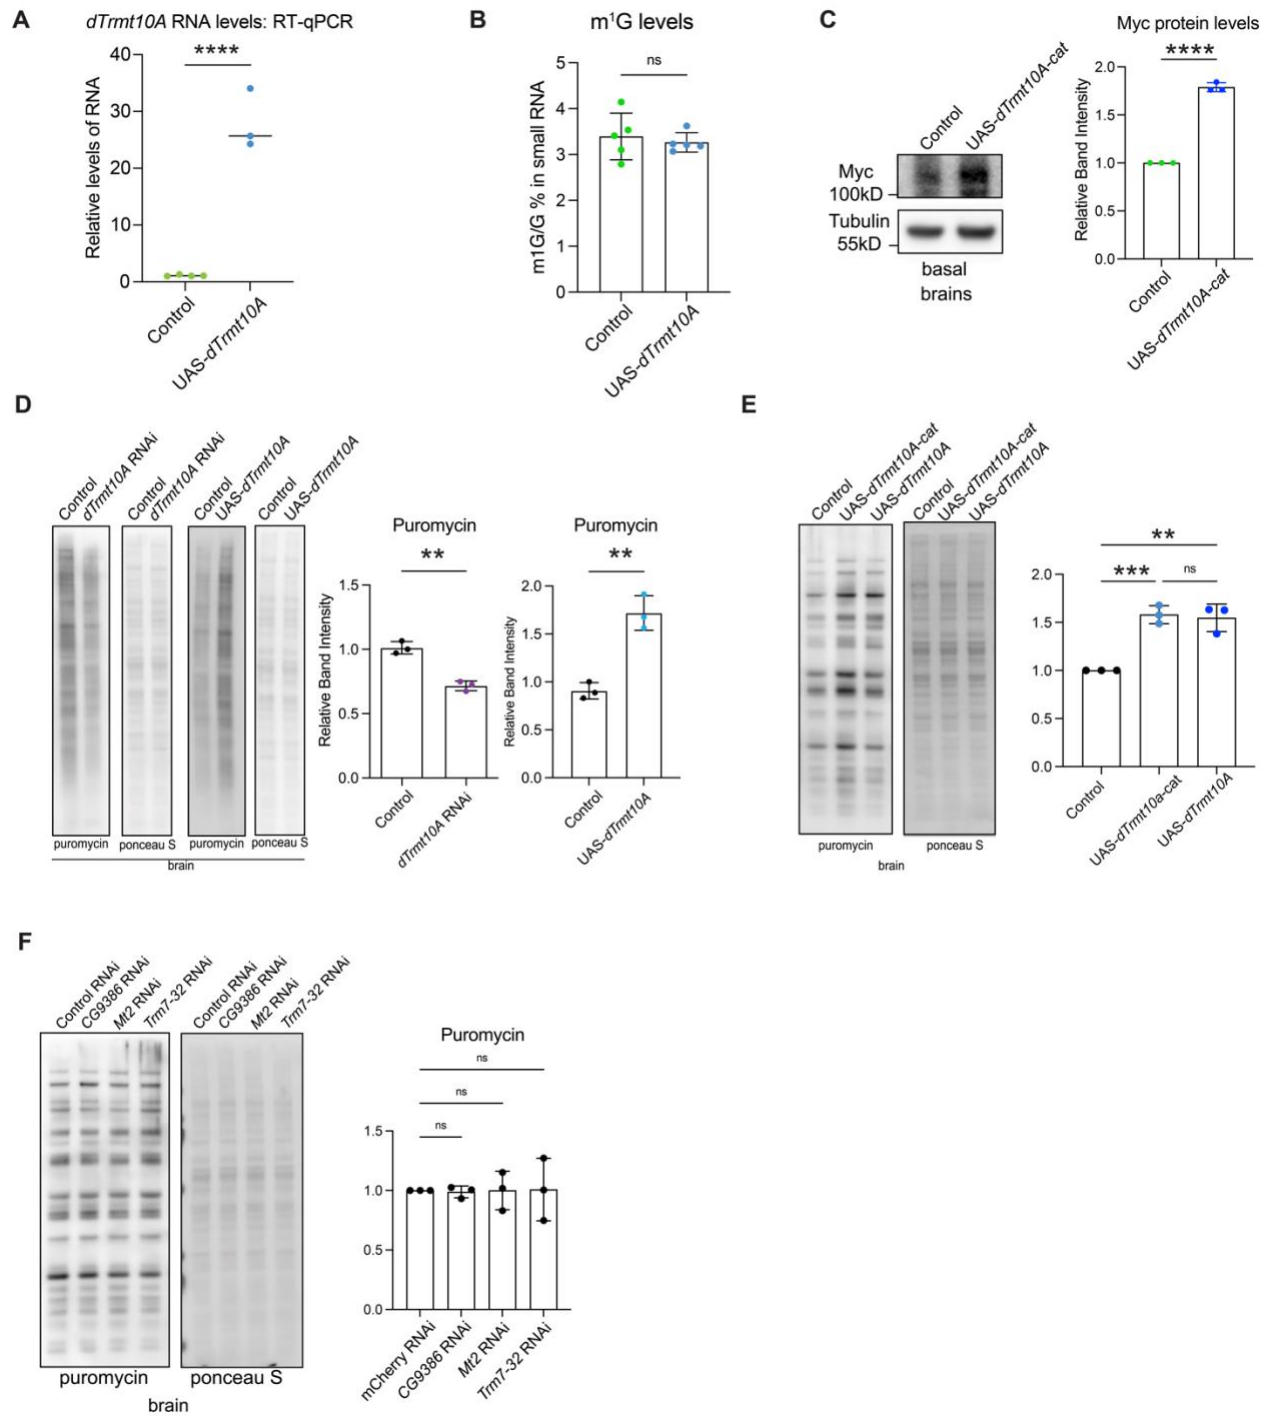

### Supplementary Figure 1

(A) RNA levels of *dTrmt10A* were assessed by RT-qPCR to determine upregulation efficacy. *daGal4>KK* control; *daGal4>UAS-dTrmt10A*; n=3 biological replicates, 15 heads per replicate. Data are presented as mean, \*\*\*\*p<0.0001. (B) LC-MS/MS analysis of m<sup>1</sup>G/G% levels from head small RNA in basal conditions, in *daGal4>KK* control vs *UAS-dTrmt10A*, n=5 biological replicates, 30 heads per replicate. Data are presented as mean, t-test, ns=not significant. (C) *UAS-dTrmt10A-cat* increased protein levels of Myc in basal brain conditions. *daGal4>KK* control vs *daGal4>UAS-dTrmt10A-cat*, t-test, \*\*\*\*p<0.0001. (D) Puromycin assay of *daGal4>KK* control vs *dTrmt10A* RNAi or Control vs *UAS-dTrmt10A*. Ponceau S staining shows total protein levels. n=3 biological replicates, 15 brains per replicate. Data are presented as mean ± SD, \*\*p<0.01, t-test. (E) Puromycin assay of *daGal4>KK* control vs *UAS-dTrmt10A-cat* mutant vs *UAS-dTrmt10A* brains. n=3 biological replicates, \*\*\*p<0.01, \*\*p<0.01, One-way ANOVA. (F) Puromycin assay of *daGal4>mCherry* RNAi control vs *daGal4>CG9386* RNAi, *daGal4>Mt2* RNAi, *daGal4>Trm7-32* RNAi, One-way ANOVA, ns= not significant. n=3 biological replicates.

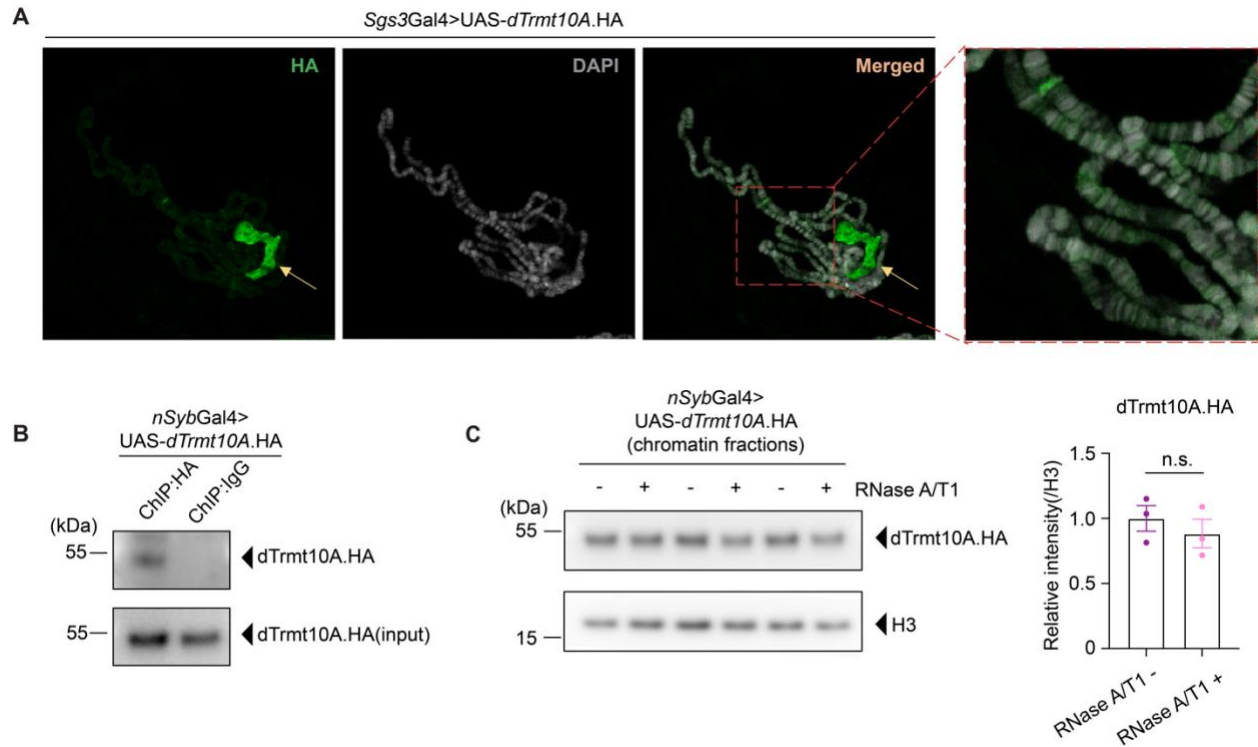

## Supplementary Figure 2

*dTrmt10A* binds to chromatin. (A) *dTrmt10A* was expressed in *Drosophila* salivary glands (*Sgs3Gal4 >UAS-dTrmt10A-FLAG-HA*), and polytene chromosome preparations were immunostained for HA and DAPI. *dTrmt10A* is observed in the nucleolus (gold arrow) and bound to chromatin bands (red rectangle). (B) *dTrmt10A.HA* is present in the chromatin fractions (input) and immunoprecipitated from chromatin by HA antibody (ChIP). IgG is a negative control. (C) RNase A/T1 treatment has no effect on the level of *dTrmt10A* associated with chromatin, in the chromatin fractions by western immunoblot. N=3 biological replicates. Data are presented as mean  $\pm$  SD, n.s. mean  $p > 0.05$ , Student's two-tailed t-test.

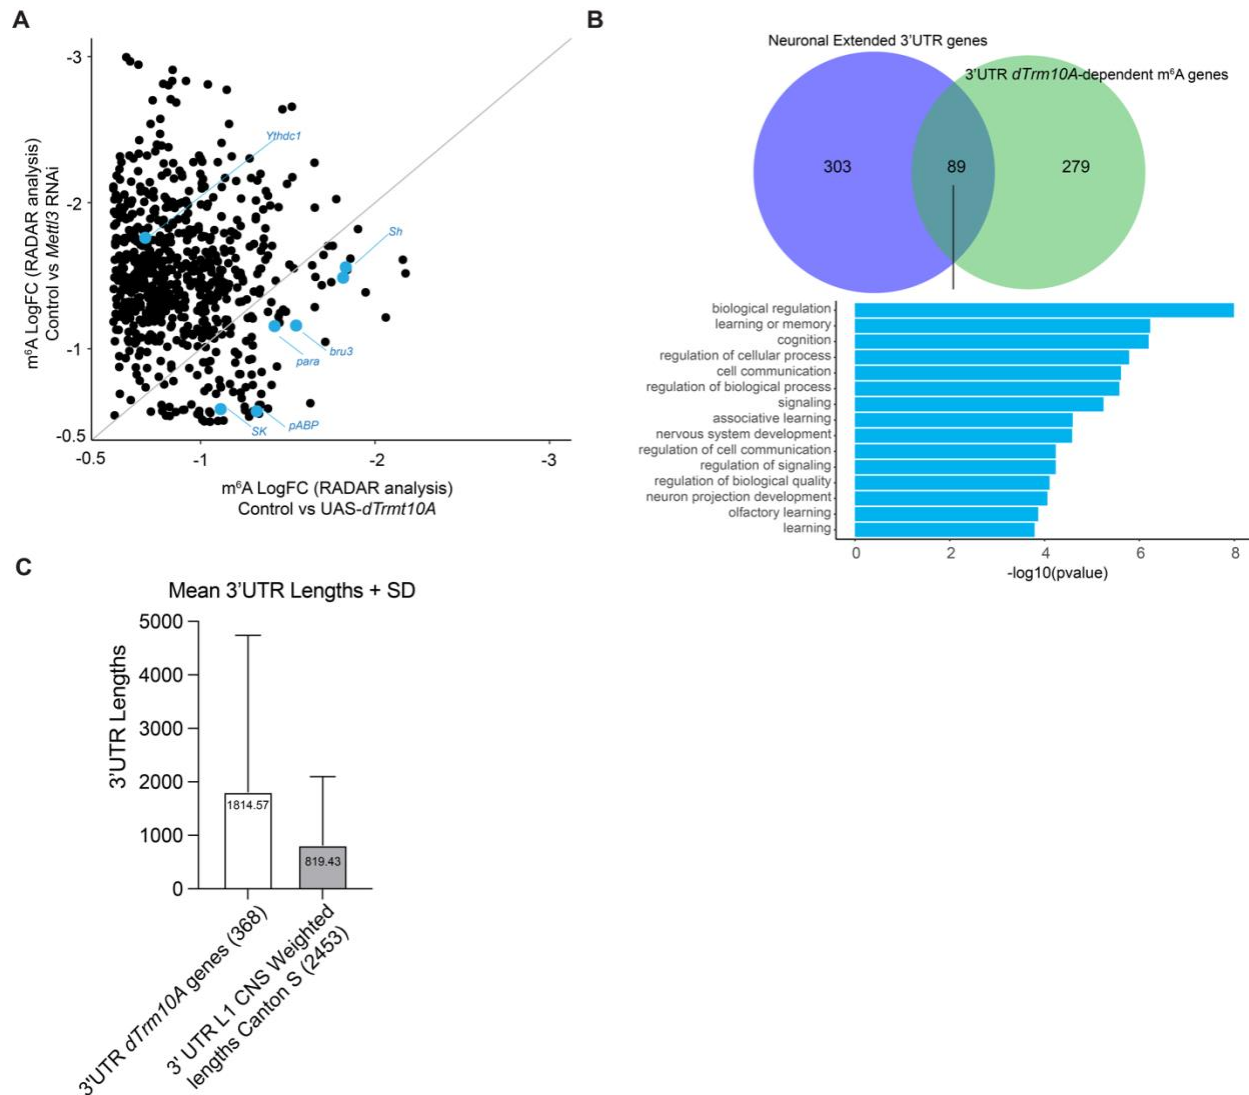

### Supplementary Figure 3

(A) LogFC values of significant peaks determined by RADAR threshold analysis. Comparison of LogFC values upon *Mettl3* RNAi vs UAS-*dTrmt10A*. Blue dots refer to 3'UTR peak examples shown in Fig. 5E. (B) Comparison of extended 3'UTRs in neuronal cells<sup>52</sup> to 3'UTR *dTrmt10A*-dependent m<sup>6</sup>A transcripts. 24% of T10A-dependent m<sup>6</sup>A transcripts have extended 3'UTRs. Overlapped transcripts are enriched for learning and memory and cognition pathways. (B) Mean + SD 3'UTR lengths of the *Trmt10A*-dependent m<sup>6</sup>A transcripts, compared to all 3'UTR weighted lengths in CantonS CNS<sup>54</sup>.

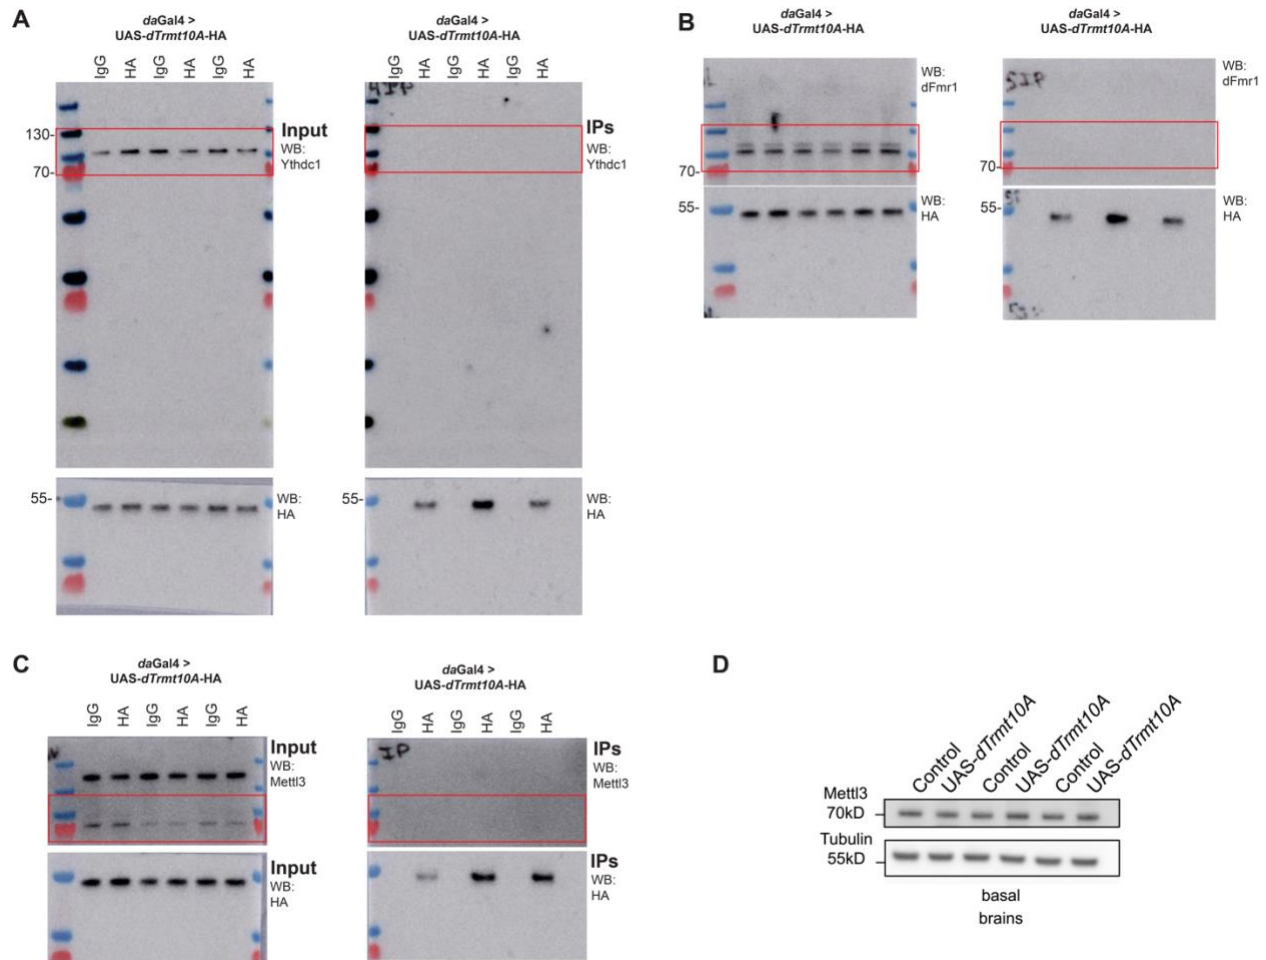

### Supplementary Figure 4

(A) Immunoprecipitation of *dTrmt10A* (*daGal4>UAS-dTRMT10A-FLAG-HA*) shows no IP interaction with Ythdc1. Left is input. Right is Immunoprecipitation comparing HA vs IgG control pulldown. Bottom is HA loading control for Input and IP. No interaction with (B) Fmr1, and no interaction with (C) Mettl3. (D) There is no change in the protein level of Mettl3 upon *dTrmt10A* upregulation (*daGal4>UAS-dTrmt10A*), control (*daGAL4>KK* Control).

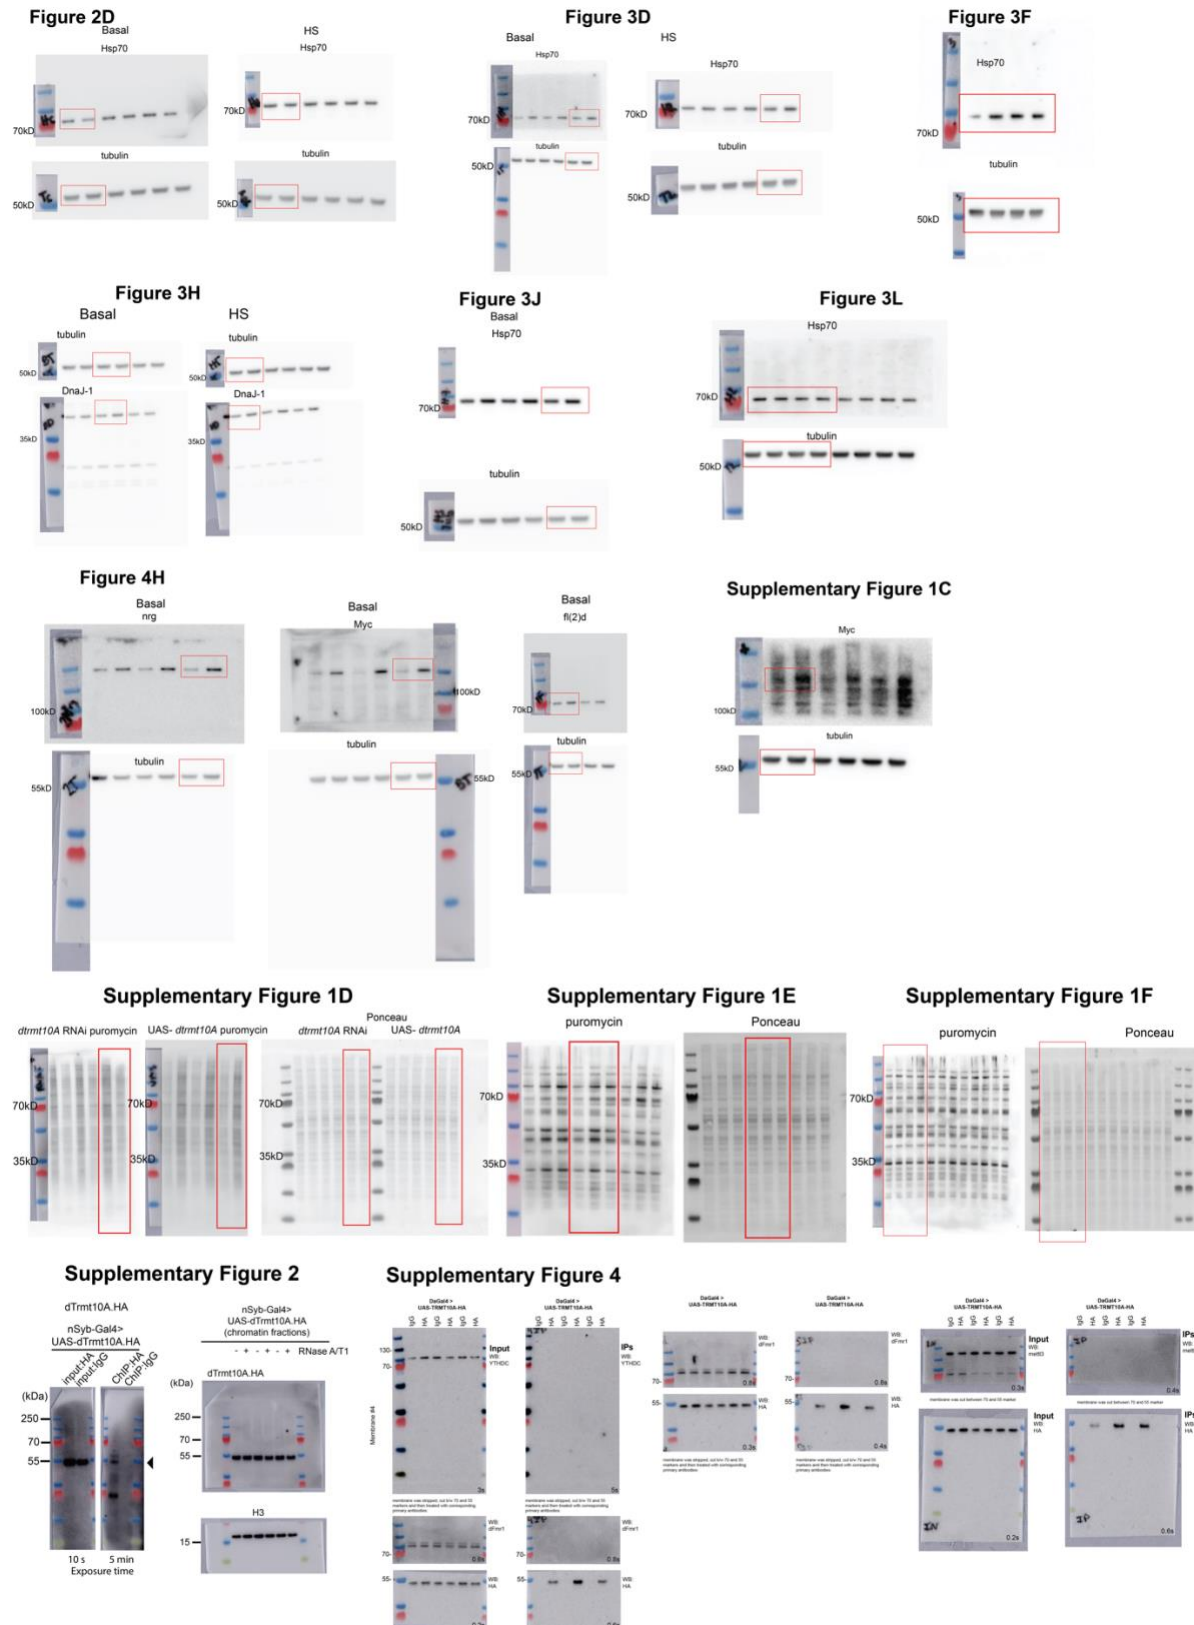

**Supplement:** Supplementary file 1 — Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

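The data are m6A-IP sequencing libraries of fragmented polyA+ RNA from heads of *Drosophila*, with 200 heads per replicate. There are 5 groups of heads: *da*Gal4 > KK control, *dTrmt10A* RNAi and UAS-*dTrmt10A* in basal conditions, and control and UAS-*dTrmt10A* after heat shock (HS) for 30 min at 38.5 °C. Each group has 3 replicates, and each replicate has an input and an IP library, which gives 30 libraries. The sample labels name the Synaptic Systems antibody for all 3 replicates, while the paper's methods name 3 replicates with the NEB antibody and 2 with the Synaptic Systems antibody, so antibody was not used as a term in any model.

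According to the paper's methods, the authors trimmed reads with TrimGalore, aligned them to dm6 with STAR, removed unmapped and improperly paired reads, and counted reads on the exons of each FlyBase gene with summarizeOverlaps in its union mode before the counts were deposited. The deposited values are raw counts without normalization for 17562 genes, of which 1461 have 0 counts in every library. The paper's text does not name how strand, multi-mapped reads or duplicates were treated. The counts hold one number per gene and library, so peaks, metagene profiles and the position of m6A within a transcript were not analysed here. The LC-MS/MS, RT-qPCR, western blot, RNA decay and survival data were not used here.

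Total counts per library ranged from 20110909 to 51006574 in input (median 23882157) and from 16255688 to 30456825 in IP (median 18674624). A count of 3, used as the detection floor, corresponds to between 0.0588 and 0.185 CPM. Confidence intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Mitochondrial transcripts held 12.5% of the input counts and 0.345% of the IP counts on average. The closest library by correlation of log2 CPM was of the same group and assay for all 30 libraries, and 0 pairs of libraries had the same counts.

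Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and lists and figures in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. For each comparison, genes were kept by filterByExpr (minimum count 10, minimum total 15), scaled by TMM and tested with edgeR's quasi-likelihood F-test, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. Only the libraries of the groups compared were fitted. A change in IP/input is the difference between genotypes of the log2 ratio of IP to input. The difference in the response to heat between genotypes is an interaction term. The log2 CPM used a prior count of 2. Set tests used camera from limma with a preset correlation of 0.01, beside camera with an estimated correlation and fry. List medians were set beside 10000 random lists matched on mean expression in 20 bins.

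Genes were named by rule: every gene named in the paper's text, and for each comparison up to 3 genes in each direction with the largest change among those past the threshold, with a mean log2 CPM of at least 1 and no overlap between the libraries of the groups, and genes of the lists of *Hsp70* copies, heat-inducible genes, m6A machinery, transgene markers, the KK insertion site and sex when past the threshold or as summaries. Lists of markers of neurons, glia, photoreceptors, fat body and muscle and of antimicrobial peptides were also written before the data were examined. The *dTrmt10A*-dependent genes are those of one list in the paper's supplementary data, which holds 1004 symbols, matched to 995 genes of the table. The lists of sites for basal conditions and HS are separate: 83 of their genes are outside the *dTrmt10A*-dependent list and are counted among the other genes, and 38 genes of that list are on neither. The paper chose the lists on these libraries. Positions and exon lengths are from the Ensembl annotation of dm6, and GC content is from the RefSeq genome sequence of the same exons. Of the genes in the counts, 16847 matched by symbol, 648 by an older symbol listed in RefSeq and 67 did not match.

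Alternatives set before the data were examined were DESeq2's size factors, total library size, DESeq2's Wald test, no filter beyond a count of 1 in total, at least 10 counts in every library, a replicate block, all libraries in one fit, other versions of the list, other set tests, and leaving out each replicate in turn. The replicate number was taken to pair libraries where residuals correlated by at least 0.1 for all 3 replicates. IP and input of one group met this rule. Of the inputs of different groups, only control HS and UAS-*dTrmt10A* HS met it. The replicate block was nevertheless fitted as an alternative for every comparison, and for input it is a term for the replicate number. In the other comparisons of input, the residuals do not show such pairing. Removing the trend with gene length in each library was chosen after seeing the data. Each comparison was repeated for the other splits of the libraries, with 100 drawn for the interaction.

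The steps were tested on simulated data in which 200 genes were changed by a log2 value of 1. The quasi-likelihood test recovered 99% of them for RNA after HS and 91% for the interaction. It recovered 86% for a change in IP/input after HS and 100% for IP against input in control heads. Between 2.82% and 6.67% of its calls were wrong. Changes in IP/input between genotypes in basal conditions were not simulated, so the 86% does not cover them. With the replicate block between 4.95% and 8.33% of the calls were wrong, and of the calls of DESeq2's Wald test up to 11.9%. The libraries were drawn independently, without variation shared by IP and input of one RNA sample. The rates for the block therefore do not cover paired libraries. A shifted list of 900 genes had a camera p of 1.7e-20 and an unshifted list 0.231.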

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

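The tests of an *Hsp70* leader in the transgene, of induction of the endogenous *Hsp70* genes and of reads shared between copies, and the comparison of splits by the labels they exchange, were chosen only after the result was seen.

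The paper does not report on *w*, which had 577 ± 46.8 CPM (SD, n = 3) in *dTrmt10A* RNAi input and 3.29 ± 0.373 CPM (SD, n = 3) in control input. This is a log2 fold change of 7.46 (adjusted p = 1.82e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 7.39 and 7.54 over 13 alternatives. UAS-*dTrmt10A* input had 9.64 ± 0.622 CPM (SD, n = 3). A *w* marker on the RNAi transgene would give such a difference, but this was not tested, and no biological explanation was tested.

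In the same libraries *Hsp70Bb* held 92.7% of the input counts of *Hsp70Bb*, *Hsp70Bbb* and *Hsp70Bc*, above its level in control heads (30.9% ± 4.62, SD, n = 3), a signal the paper does not discuss. Its RNA was 188 ± 7.40 CPM (SD, n = 3) in *dTrmt10A* RNAi and 13.3 ± 7.62 CPM (SD, n = 3) in control input, and in IP 425 ± 18.0 and 8.92 ± 3.73 CPM (SD, n = 3). Induction of these 3 copies as by heat is argued against by control heads after HS, where *Hsp70Bb* held 30.5% ± 0.342 (SD, n = 3). *Hsp70Bc* had a log2 fold change of -1.14 in *dTrmt10A* RNAi input and -0.28 without control replicate 1, which did not pass the threshold and decides nothing. *Hsp70Ba* and *Hsp70Ab*, whose 5'UTRs differ from that of *Hsp70Bb* by 24 and 22 edits, rose by 2.63 and 2.38, and induction of these copies stays open. *Hsp70Aa*, whose 5'UTR differs from that of *Hsp70Ab* by 2 edits, did not rise (-0.36, and 0.12 without control replicate 1). Reads shared between the copies are argued against by the share of 30.9% in control input, since shared reads would give the same share in every group. Reads from an *Hsp70* leader in the transgene stay open, and the share of 92.7% is consistent with them. In UAS-*dTrmt10A* heads *Hsp70Bb* held 57.0% ± 1.89 (SD, n = 3) in basal conditions and 30.1% after HS, when the endogenous copies are induced, and this is also consistent with a leader in that transgene. The 2 regions of the paper's RADAR sheet lie within the first 200 bases of the 5'UTR, from 51 to 200 in *Hsp70Aa* and from 151 to 200 in *Hsp70Bb*. Whether their reads come from a leader could not be tested on counts per gene. The paper's text does not name the sequence of the vectors. An effect of *dTrmt10A* on the endogenous *Hsp70* transcripts is a biological explanation that the design names, and for the share of *Hsp70Bb* it stays open and untested.

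The paper does not report how many genes responded to heat in control heads. There were 1976 genes higher and 2361 lower in HS than in basal input with edgeR's quasi-likelihood test, and 53.5% of the genes tested did not overlap between the groups, against 10% by chance. Scaled by total library size, 479 were higher and 6179 lower, because the median of all genes then moved to -0.36 on the log2 scale. TMM factors over all 30 libraries were between 0.902 and 0.932 in control HS input and between 1.17 and 1.19 in control basal input. The number in each direction thus depends on the scaling. The *Hsp70* copies held 9.46% to 9.71% of the counts in control HS input, and 0.0072% to 0.0209% in control basal input. Total library size does not allow for this rise. Of 10 splits of the 6 libraries, 1 gave as many genes, the real one, and the largest other split gave 0. Of 10 splits for heat in UAS-*dTrmt10A* heads, 1 gave as many, and the largest other gave 1. With 10 splits the share is never under 0.1. The 16 heat-inducible genes were all higher in control heads, with a median of 9.06. *Hsp70Ab* and *Hsp70Bbb* rose by 10.7 and 10.3 on the log2 scale, and CG10958, CG17612 and CG3163 had -2.55, -2.26 and -1.88. CR43482 was also higher and had 0 counts in control basal input, so no fold is given. A response to heat is the biological explanation that the design names.

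In 4 genes the response to heat differed between UAS-*dTrmt10A* and control heads by the interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CG14618, which is *dTrmt10A*, had 1.07 (adjusted p = 0.0189 from this test), CG30069 had 0.57 (adjusted p = 0.0189), *Fdx1* had -1.17 (adjusted p = 0.0205) and *Hsc70-2* had 2.25 (adjusted p = 0.0251) on the log2 scale. CG14618 reads in UAS-*dTrmt10A* heads can come from the transgene. Mean CPM of CG30069 went from 110 to 114 in control and from 101 to 156 in UAS-*dTrmt10A* heads with heat, that of *Fdx1* from 6.45 to 34.5 and from 6.69 to 15.8, and that of *Hsc70-2* from 20.0 to 20.1 and from 0.274 to 1.17. At an unadjusted p under 0.05, 768 genes were higher and 766 lower. Across 12 fits that each left out one replicate, 0 to 6 genes passed the threshold, with 0 without control replicates 2 and 3, UAS-*dTrmt10A* replicate 2, control HS replicates 1 and 3 and UAS-*dTrmt10A* HS replicates 1 and 2. *Hsc70-2* with the replicate block no longer passed (adjusted p = 0.0790 from the same test, and from 0.00507 to 0.117 over its alternatives). Of 100 splits drawn from 200, 8 gave at least 4 genes, the real one included, and the largest other split gave 1195. The other 7 exchange different numbers of genotype labels in basal and HS libraries, and so carry the difference between genotypes into the interaction. Of 42 other splits that exchange the same number in both, 0 gave as many, but these mix the genotypes within each group, which adds to the spread. The splits therefore do not decide whether these calls are due to chance. A different response to heat with *dTrmt10A* upregulation stays open.

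The *dTrmt10A*-dependent genes of the paper's list also differed between genotypes in their response to heat, with a median of 0.13 on the log2 scale for the interaction term (camera p = 5.61e-17, 0.0255 with an estimated correlation of 0.103, and 0.00555 with fry). A trend with GC content is argued against, since the highest median of 10000 random lists matched on expression and GC content was 0.066. A trend with gene length stays open. After it was removed in each library the camera p was 0.400, and lists matched on length had a mean of 0.12, with 90 of 10000 as high as the list. A different share of neuronal RNA with heat also stays open, since 6 neuron markers outside the list were all higher, with a median of 0.15. Both may contribute, and an effect of m6A on these transcripts stays open too. Adjusted over the list alone, 23 genes were higher and 1 lower with edgeR's quasi-likelihood test, for a list that the study chose on these samples and that is not independent evidence.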

How the results depend on the processing

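Of 27 results on whole comparisons, 263 values under an alternative kept their direction and their side of the threshold, 94 counts or medians moved, 4 became stronger, 6 weaker and 2 reversed. Of 90 results for single genes, 989 values were the same, 59 became stronger, 110 weaker and 12 reversed. Leaving out a replicate gave 101 of the 110 weaker values. The cause of a change was not tested unless it is given.

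For *dTrmt10A* RNAi against control input, DESeq2's Wald test gave 101 genes higher and 78 lower, no filter gave 110 and 85, and the replicate block gave 56 lower, against 39 and 34. Among comparisons of input, only that of the genotypes after HS had residuals that show pairing by replicate number. The block has less ground in the others. For UAS-*dTrmt10A* against control in basal input (184 higher and 103 lower), the replicate block gave 112 and 59, and 186 were lower with DESeq2 and 164 with all 15 input libraries in one fit. After HS (329 and 343), the replicate block gave 616 and 579, and the fit of all 15 input libraries 648 and 636. Scaled by total library size there were 240 higher and 454 lower, a share higher of 34.6%. Heat in control input gave 479 higher and 6179 lower with this scaling, against 1976 and 2361, because the scaling moved the median of all genes. For heat in UAS-*dTrmt10A* heads it gave 488 and 6084, against 1938 and 2278. The interaction of heat and genotype gave 287 genes with DESeq2, 15 with no filter and 42 with all 15 input libraries, against 4. In simulated data up to 11.9% of DESeq2's calls were wrong.

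For IP/input in *dTrmt10A* RNAi against control heads, 3 genes were higher with no filter, 3 with the replicate block and 2 with all libraries in one fit, against 0 at the threshold and 87 at an unadjusted p under 0.05. For UAS-*dTrmt10A* in basal conditions (0 higher and 0 lower, 374 and 875 at an unadjusted p under 0.05), DESeq2 gave 6 and 238, the replicate block 152 and 674, all libraries in one fit 3 and 135, and no filter 34 lower. After HS (25 and 74), DESeq2 gave 119 and 282, the replicate block 752 and 555, all libraries in one fit 116 and 162, DESeq2's size factors 11 higher, no filter 9 higher and at least 10 counts in every library 169 lower. Under the block more genes were thus higher than lower, the opposite of the fit without it, while of the listed genes 14 were higher and 216 lower. For heat in control heads (0 and 0, with 472 and 402 at an unadjusted p under 0.05), the replicate block gave 119 higher and 61 lower and DESeq2 13 and 7. The block removes the variation that IP and input of one RNA sample share. Apart from the results given here or beside a gene, the block moved no other count of calls by over 1.5 times and changed no other call of a gene named in the text, while single genes not named here were gained and lost, such as for heat in control input, where 3774 of 4337 calls were also made with the block.

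The RNA of the 6 *Hsp70* copies summed in *dTrmt10A* RNAi input had a log2 fold change of 1.42 with no filter, 1.59 with the replicate block and 1.42 with all 15 libraries, and passed the threshold with each (adjusted p = 3.64e-04, 0.0213 and 0.0182 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, up to 0.296 over the alternatives). For the listed genes past the threshold after HS, the share higher was 85.7% for genes with a 5'UTR site, where the exact test no longer passed with 7 genes. The set test in basal input was weaker with an estimated correlation (p = 0.355) and with fry (p = 0.186). The median IP/input of the list in basal conditions moved to -0.096 with total library size, which moved the median of all genes to 0.14. The correlation across genes of the *dTrmt10A* RNAi and UAS-*dTrmt10A* effects, 0.358 with shared controls, was 0.0696, 0.126, 0.176, 0.124, 0.133 and 0.148 when the control replicates were divided between the comparisons, which takes away the shared controls. Genes are not independent replicates.

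With the trend with gene length removed, an alternative chosen after seeing the data, 204 genes were lower after HS, the interaction gave 2 genes, limma's camera set test after HS had a p of 0.418, and that in basal input turned to higher with a p of 0.618. With both this removal and the replicate block, 63.6% of the listed genes past the threshold were higher (two-sided Fisher's exact p = 0.151, against 0.0329 with the removal alone), limma's camera gave p = 0.440 and fry p = 0.0151, against 0.130 with the removal alone.

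Across the fits that each left out one replicate, *dTrmt10A* RNAi input had 21 (without control replicate 1) to 46 genes higher and 19 (without *dTrmt10A* RNAi replicate 2) to 34 lower. UAS-*dTrmt10A* in basal input had 63 to 201 higher and 45 to 115 lower, both lowest without control replicate 2. After HS there were 92 (without control HS replicate 1) to 246 higher and 77 (without UAS-*dTrmt10A* HS replicate 2) to 269 lower. Heat in control input gave 1482 to 1923 higher and 1974 to 2293 lower, and the interaction 0 (without control replicates 2 and 3, UAS-*dTrmt10A* replicate 2, control HS replicates 1 and 3 and UAS-*dTrmt10A* HS replicates 1 and 2) to 6 genes. IP/input in *dTrmt10A* RNAi had 0 to 2 higher (2 without control replicate 1) and 0 to 0 lower, against 217 lower at an unadjusted p under 0.05 with all replicates. UAS-*dTrmt10A* in basal conditions had 0 to 2 higher and 0 to 158 lower, both highest without control replicate 1, and after HS 0 to 5 higher and 0 to 189 lower, both 0 without control HS replicate 1 and highest without UAS-*dTrmt10A* HS replicate 3. IP against input in control heads gave 3082 to 3382 genes enriched over 3 fits. The log2 fold change of *dTrmt10A* stayed between -1.12 and -1.02 with RNAi and between 4.25 and 4.45 with UAS-*dTrmt10A*. That of *Hsp70* summed was 1.15 to 2.04 with RNAi, and -0.76 to 0.14 with UAS-*dTrmt10A*, reversed without control replicate 1 (0.14). The share of listed genes higher after HS was 78.9% to 88.6%, the set test p 1.16e-08 to 7.81e-06 after HS and 5.95e-05 to 0.0546 in basal input, where it did not pass without control replicate 2. The median IP/input of the list was -0.28 to -0.19 with UAS-*dTrmt10A* in basal conditions, -0.23 (without UAS-*dTrmt10A* HS replicate 3) to -0.098 after HS, and 0.042 (without control replicate 1) to 0.14 (without control replicate 2) with RNAi. Fewer libraries are tested in each of these fits.

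For single genes, the log2 fold change reversed for *Hsp70Aa* in RNAi input without control replicate 1 (0.12, and -0.59 at the other end of the range), for *tio* in RNAi input without *dTrmt10A* RNAi replicate 2 (-0.041, with a highest value of 0.11), and for *Nrg* in UAS-*dTrmt10A* basal input without control replicate 2 (0.017) and UAS-*dTrmt10A* replicate 3 (0.031, with a lowest value of -0.031). It reversed for *Ythdc1* in HS input without control HS replicate 2 (0.0013, with a lowest value of -0.21) and for *DnaJ-1* in HS input with all 15 libraries (7.4e-04) and without control HS replicates 1 (6.5e-04) and 2 (9.0e-04) and UAS-*dTrmt10A* HS replicate 3 (0.042, with a lowest value of -0.042). In IP/input it reversed for *DnaJ-1* in RNAi without control replicate 1 (-0.026, with a highest value of 0.13) and for *Ythdc1* after HS without UAS-*dTrmt10A* HS replicate 1 (0.012, with a lowest value of -0.25).

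The depth limits genes near 3 counts: for lncRNA:CR45284, which had at most 3 counts in any UAS-*dTrmt10A* library, no fold is given.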

Differences from the paper's values

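The paper's values in this part that come from a figure were read by eye. The alternatives compared here were set before the data were examined. An alternative is said to close a gap where neither its value nor the paper's is more than 1.5 times the other, which leaves a difference of up to that size.

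For RNA after HS, the paper shows about 130 m6A genes higher in UAS-*dTrmt10A* heads in Fig. 5C, read by eye, against 66 here. DESeq2's Wald test (100), the replicate block (118) and all 15 input libraries in one fit (146) closed the gap, and DESeq2's size factors (73), total library size (40), no filter (63) and at least 10 counts in every library (63) did not. For other genes the paper shows about 440 higher in Fig. 5C, read by eye, against 263. DESeq2 (364), the replicate block (498), all 15 libraries (502) and, barely, no filter (294) closed the gap, and the size factors (281), library size (200) and the stricter filter (238) did not.

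In Fig. 5D the paper shows about 580 genes higher, read by eye, against 329. DESeq2 (464), the replicate block (616) and all 15 libraries (648) closed the gap, and the size factors (354), library size (240), no filter (357) and the stricter filter (301) did not. For genes with a 5'UTR site the figure shows about 15 higher, read by eye, against 6. DESeq2 (12), the replicate block (14) and all 15 libraries (16) closed the gap, and the size factors (8), library size (4), no filter (7) and the stricter filter (6) did not. For genes with a 3'UTR site it shows about 98 higher, read by eye, against 45. DESeq2 (72), the replicate block (85) and all 15 libraries (100) closed the gap, and the size factors (50), library size (28), no filter (40) and the stricter filter (44) did not. For genes with a 3'UTR site it shows about 4 lower, read by eye, against 2. By this rule library size (4), DESeq2 (3), the replicate block (6, above the paper's value) and all 15 libraries (3) closed the gap, and the size factors (2), no filter (2) and the stricter filter (2) did not. The fits that left out one replicate closed none of the 6 gaps. The paper's methods name DESeq2 for differential expression.

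The paper's text states 40M paired-end reads per library, and the median of reads counted on genes here was 21.962M. These are different quantities, since reads that were not aligned or not counted on a gene are missing from the second. Lost reads are not the whole account, since UAS-*dTrmt10A* basal input replicate 3 had 51006574 counts. The paper's text leaves open whether either number counts single reads or pairs, so the size of the gap is not known. No alternative applies.

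The paper states that transcripts of a single gene, *Hsp70*, had higher m6A in *dTrmt10A* RNAi heads, and here 0 genes passed the threshold for IP/input over whole genes, with 87 higher at an unadjusted p under 0.05. Under the replicate block *Hsp70Aa*, *Hsp70Ab* and *Hsp70Bb* passed, and no other gene. With no filter the same 3 copies had adjusted p values of 0.00312, 8.04e-04 and 0.00312 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with all libraries in one fit *Hsp70Ab* and *Hsp70Bb* had 0.0106 and 0.0268 (up to 1.00 over the alternatives). Leaving out control replicate 1 also gave 2 genes, *Hsp70Aa* and *Hsp70Bb* (adjusted p = 6.74e-04 for both from the same edgeR test).

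The paper states that m6A on the *Hsp70* 5'UTR was lost and that on the *DnaJ-1* 5'UTR reduced with *dTrmt10A* upregulation. Over whole genes, the change in IP/input was 0.24 for the *Hsp70* copies summed (standard error 0.475), within the spread between replicates, and 0.032 without control replicate 1, so no direction is shown. *Hsp70Ab* went from 1.16 ± 0.60 (SD, n = 3) to 0.57 ± 0.22 (SD, n = 3) and *Hsp70Bb* the other way, from -0.35 ± 0.22 (SD, n = 3) to 0.29 ± 0.11 (SD, n = 3). Neither passed the threshold, and with the replicate block *Hsp70Bb* alone of the 6 copies passed, as higher. The change for *DnaJ-1* was -0.15, and neither this nor that of the copies summed passed the threshold under any of 13 alternatives. The paper shows *pAbp*, *SK*, *para*, *Sh*, *bru3* and *Ythdc1* in basal conditions as genes whose m6A peaks depend on UAS-*dTrmt10A* (Fig. 5E and Supplementary Fig. 3A). Over whole genes, 0 of these 6 passed the threshold for IP/input in basal conditions, with changes from -0.86 to -0.25, and 5 of them, all but *Ythdc1*, passed with DESeq2's Wald test, with no filter, with the replicate block, with all libraries in one fit and without control replicate 1.

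The paper states that m6A was lower on *Nrg*, *Myc* and *fl(2)d* with *dTrmt10A* upregulation, and reports many transcripts with a change in basal conditions. Over whole genes none of the 3 passed the threshold for IP/input, with changes of -0.35, -0.97 and -0.23, and over all genes 0 passed, with 374 higher and 875 lower at an unadjusted p under 0.05. *Nrg* and *Myc* passed with the replicate block, and *Myc* also with all libraries in one fit and without control replicate 1. Over all genes, the replicate block gave 152 higher and 674 lower, DESeq2's Wald test 6 and 238, and all libraries in one fit 3 and 135.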

Other observations

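The tests of input noise shared with the selection of the list, of unbound RNA in the IP, of RNA of female flies and of a gain in IP/input with heat were chosen only after the result was seen.

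More of the paper's *dTrmt10A*-dependent genes were higher than lower after HS, 66 against 9, and their log2 fold changes were above those of other genes. In basal input they were shifted the other way, with 7 higher and 12 lower (two-sided Fisher's exact p = 0.0135 against the other genes past the threshold), 649 of 970 genes lower and a median of -0.045, below the lowest of 10000 random lists matched on expression (-0.024). Limma's camera set test there gave a p of 3.23e-04, and 0.355 with an estimated correlation. A trend with GC content after HS is argued against, since the highest median of 10000 random lists matched on expression and GC content was 0.053, against 0.07 for the list. A trend with gene length stays open. With it removed in each library limma's camera set test gave a p of 0.418, and of 10000 lists matched on length 281 had a median as high as the list, with a mean of 0.065. With the replicate block as well limma's camera gave a p of 0.440 and fry a p of 0.0151. Stratified by length, an exact conditional test of higher against lower calls gave p = 0.0535 with the trend kept and 0.109 with it removed. The slope of log2 counts per doubling of length was -0.038, -0.019 and -0.028 in the control HS libraries and -0.0021, 0.051 and 0.037 in UAS-*dTrmt10A* HS libraries. A higher share of neuronal RNA also stays open, since 6 neuron markers outside the list were all higher, with a median of 0.11. Of the 14 neuron markers, 8 are on the paper's list, 1 passed the threshold, and their median after removal of the length trend was 0.018. Input noise shared with the selection of the list cannot be told apart from the other explanations. For 294 genes listed for basal conditions only, which were chosen on other libraries, 9364 of 10000 matched lists had a median in HS as high, and for 383 listed for HS only 3011 had. A direct effect of *dTrmt10A* on the RNA of m6A genes is the biological explanation, and it may act beside these.

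IP/input of the listed genes was lower with UAS-*dTrmt10A*. More unbound RNA in the IP would raise the transcripts that the IP depletes, and these moved apart, so it cannot be told apart from the other explanations. All 16 mitochondrial transcripts were lower, with a median of -0.28 in basal conditions and -0.62 after HS, which goes against it. The other genes depleted in control heads had a median of 0.14 in basal conditions (3468 genes) and 0.10 after HS (3464 genes), which goes with it and equally with a loss in proportion to enrichment. A loss over every enriched gene in proportion to its enrichment cannot be told apart from a loss at the listed genes, since the list was chosen on these libraries. The lowest median of 10000 random lists matched on enrichment was -0.12 in basal conditions, against -0.23 for the list, and -0.025 after HS (mean 0.011), against -0.11, so that after HS other genes of equal enrichment showed little of such a loss. There the slope of the change on enrichment over genes outside the list was -0.096, -0.065 and 0.078 in the UAS-*dTrmt10A* samples and 0.013, -0.050 and 0.037 in control samples, a spread that leaves it open. For genes outside the list the change fell with enrichment in control heads across genes (Spearman -0.508 in basal conditions and -0.080 after HS, with genes not independent replicates). Lower m6A of these transcripts is the biological explanation that the design names, and it stays open.

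Of the genes that differed between UAS-*dTrmt10A* and control in basal input, 143 of 286 (50%) lie on chromosome 3, against 43.7% of other genes (two-sided Fisher's exact p = 0.0397). Of those that differed with *dTrmt10A* RNAi, 37 of 73 (50.7%) lie on chromosome 2, against 38.0% (two-sided Fisher's exact p = 0.0293). Genetic background around the transgenes may therefore contribute. Misexpression of *tio* from the KK insertion site is argued against, with a log2 fold change of 0.055 in RNAi input. Effects of *dTrmt10A* itself stay open. *Cyp6a17* was higher in UAS-*dTrmt10A* basal input (5.21, adjusted p = 1.58e-07) and *Hsc70-2* (-6.36, adjusted p = 6.39e-07) and lncRNA:CR32385 (-5.25, adjusted p = 1.01e-04) lower, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After HS, CG3397 was lower (-4.54, adjusted p = 1.41e-07 from the same edgeR test) and so was CG16826 (-4.68, adjusted p = 0.0276), which passed in 2 of 6 fits that left out one replicate. CG11313 was also higher, with counts near the floor in control heads. Of the genes past the threshold in basal input, 153 were also past it after HS, and all 153 had the same direction in both.

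*Yp1* and *Yp2* were higher after HS in UAS-*dTrmt10A* heads (6.99 and 5.91 on the log2 scale, adjusted p = 0.0485 and 0.0452 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both passed in 2 of 6 fits that left out one replicate. *Yp1* differed within groups, with 377, 1.34 and 0.466 CPM in control input. RNA of female flies in some libraries could give this, and it cannot be told apart from other sources. The mean log2 ratio of *roX1* in the library with the most *Yp1* to the others was -0.041 over 5 groups, and how far a few females would move it was not tested. Without UAS-*dTrmt10A* HS replicate 3, the log2 fold change of *Yp1* was 3.86.

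Other splits of the 6 libraries were counted for each comparison, with 10 splits each and a share never under 0.1. For RNA, 1 split gave as many genes as the real one, which is the real one itself, for *dTrmt10A* RNAi (largest other 7), UAS-*dTrmt10A* in basal conditions (0) and after HS (52). For IP/input, 1 gave as many for UAS-*dTrmt10A* after HS (largest other 0) and for IP against input in control heads (0). For IP/input of *dTrmt10A* RNAi and of UAS-*dTrmt10A* in basal conditions all 10 splits gave as many, since the real split gave 0 genes. At an unadjusted p under 0.05 these had 87 higher and 217 lower, and 374 higher and 875 lower. The share of genes that did not overlap between groups was 14.9% for *dTrmt10A* RNAi, 22.0% for UAS-*dTrmt10A* in basal conditions and 30.2% after HS in input, against 10% by chance.

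The *dTrmt10A* RNAi and UAS-*dTrmt10A* effects on input RNA correlated by 0.358 across 10361 genes, which are not independent replicates. In 100 simulations of unchanged groups against the same controls the correlation was between 0.459 and 0.597, so shared controls alone give a higher value.

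Heat changed IP/input in control heads for 0 genes at the threshold, with 472 higher and 402 lower at an unadjusted p under 0.05. IP and input of one RNA sample are paired, and with the replicate block 119 genes were higher and 61 lower, while DESeq2's Wald test gave 13 and 7, so the 0 depends on the model. The listed genes rose, 866 of 970, with 132 higher and 4 lower at an unadjusted p under 0.05, 55 higher and 0 lower with the block, and a median of 0.16, above the highest of 10000 random lists matched on expression (0.075). The 3 HS samples had medians of 0.16, 0.13 and 0.19 relative to the mean of the basal samples, which had -0.12, 0.09 and 0.02. A gain over every enriched gene in proportion to its enrichment cannot be told apart from a gain at the listed genes, since the list was chosen on these libraries. Random lists matched on enrichment had medians up to 0.13, and for genes outside the list the change rose with enrichment across genes (Spearman 0.364, with genes not independent replicates). A response of m6A to heat is the biological explanation that the design names, and it stays open. In UAS-*dTrmt10A* input, heat raised lncRNA:alphagamma-element:CR32865 and lowered *phu* and CG31125 (11.4, -2.84 and -2.17 on the log2 scale).

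The median log2 fold change of marker lists was computed for *dTrmt10A* RNAi, UAS-*dTrmt10A* in basal conditions and UAS-*dTrmt10A* after HS. It was 0.04, -0.07 and 0.10 for 14 neuron markers, -0.0055, -0.019 and -0.0094 for 5 glia markers (1 on the paper's list), and 0.10, 0.08 and -0.03 for 8 photoreceptor markers (2 on the list). For 8 fat body markers, which include *Yp1*, it was -0.12, -0.13 and 0.32, and for 8 muscle markers (1 on the list) 0.11, 0.11 and 0.14. For antimicrobial peptides it was 0.81, 0.43 and 0.40, and all 13 tested were higher with *dTrmt10A* RNAi, of which 1 passed the threshold. For 16 heat-inducible genes it was -0.08, -0.18 and 0.06, and for 9 genes of the m6A machinery (1 on the list) -0.02, -0.08 and -0.07. No explanation of these medians was tested, apart from the trend with gene length for the neuron markers. With that trend removed, the neuron median in UAS-*dTrmt10A* input was -0.021 in basal conditions and 0.018 after HS.

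The paper reports lower *Hsp70* RNA in *dTrmt10A* RNAi brains and higher *Hsp70* RNA in UAS-*dTrmt10A* brains by RT-qPCR. In heads, the copies summed had a log2 fold change of 1.42 with *dTrmt10A* RNAi (adjusted p = 0.105), -0.49 with UAS-*dTrmt10A* (adjusted p = 0.541) and 0.08 after HS (adjusted p = 0.289), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The value with *dTrmt10A* RNAi includes the reads on *Hsp70Bb*. Both basal values depend on control replicate 1. Without it they were 2.04 with *dTrmt10A* RNAi and 0.14 with UAS-*dTrmt10A*. The 6 copies held 0.0209% of the input counts of control replicate 1, against 0.0085% and 0.0072% in control replicates 2 and 3. *DnaJ-1* RNA after HS had -0.0079 and *RpL32* RNA, which the paper used as a control in brains, had -0.28 (adjusted p = 0.0277 from the same edgeR test). *RpL32* passed the threshold in 8 of 13 alternatives and in 1 of 6 fits that left out one replicate (adjusted p up to 0.101 from the same edgeR test). IP/input of *Hsp70Ab* after HS was lower with UAS-*dTrmt10A* (-0.69, adjusted p = 0.0146 from the same edgeR test, and up to 0.127 over the alternatives), while the other 5 copies had changes from 0.096 to 0.32 that did not pass, and the copies summed had 0.12 (adjusted p = 0.505). *Hsp70Bbb* also passed with the replicate block, as higher.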
